# Ascending dorsal column sensory neurons respond to spinal cord injury and downregulate genes related to lipid metabolism

**DOI:** 10.1038/s41598-020-79624-0

**Published:** 2021-01-11

**Authors:** Eric E. Ewan, Oshri Avraham, Dan Carlin, Tassia Mangetti Gonçalves, Guoyan Zhao, Valeria Cavalli

**Keywords:** Regeneration and repair in the nervous system, Gene expression

## Abstract

Regeneration failure after spinal cord injury (SCI) results in part from the lack of a pro-regenerative response in injured neurons, but the response to SCI has not been examined specifically in injured sensory neurons. Using RNA sequencing of dorsal root ganglion, we determined that thoracic SCI elicits a transcriptional response distinct from sciatic nerve injury (SNI). Both SNI and SCI induced upregulation of ATF3 and Jun, yet this response failed to promote growth in sensory neurons after SCI. RNA sequencing of purified sensory neurons one and three days after injury revealed that unlike SNI, the SCI response is not sustained. Both SCI and SNI elicited the expression of ATF3 target genes, with very little overlap between conditions. Pathway analysis of differentially expressed ATF3 target genes revealed that fatty acid biosynthesis and terpenoid backbone synthesis were downregulated after SCI but not SNI. Pharmacologic inhibition of fatty acid synthase, the enzyme generating palmitic acid, decreased axon growth and regeneration in vitro. These results support the notion that decreased expression of lipid metabolism-related genes after SCI, including fatty acid synthase, may restrict axon regenerative capacity after SCI.

## Introduction

Unlike injured neurons in the peripheral nervous system, which mount a regenerative response and reconnect with their targets, axon regeneration typically fails after spinal cord injury (SCI). In addition to the growth inhibitory environment of the injured spinal cord^1,2^, gene profiling studies link regenerative failure after SCI to the lack of an intrinsic transcriptional response^3,4^. This is supported by the conditioning injury paradigm, in which prior injury to the peripheral axons of dorsal root ganglion (DRG) sensory neurons promotes axon regeneration of their central axons after SCI^5–7^. Peripheral nerve injury upregulates many regeneration-associated transcription factors (RATFs)^8,9^, yet only modest spinal axon regeneration has been observed by overexpressing RATFs^10–12^. This suggests that RATFs expression does not sufficiently recapitulate a growth program and that the intrinsic mechanisms underlying regeneration failure after SCI remains incompletely understood.

Whether and how DRG sensory neurons alter their transcriptome after SCI remains unclear because most analyses have used whole DRG after SCI^3,4,13^, which includes uninjured nociceptors^14^ and non-neuronal cells^15^. In this study, we took advantage of a mouse line that labels DRG sensory neurons ascending the spinal cord to unravel their transcriptional response to SCI. We performed RNA sequencing (RNA-seq) experiments from whole DRG and from fluorescence-activated cell sorted (FACS) ascending DRG sensory neurons acutely after SCI and SNI. Our results indicate that ascending DRG sensory neurons alter their transcriptome after SCI, with gene expression changes that differ from SNI. Part of the transcriptional changes observed after SCI are related to a decrease in lipid metabolism and may repress axon regeneration.

## Results

### SCI induces a unique transcriptional response in the DRG compared with PNS injury

Previous studies suggest that transcriptional changes in whole DRG after SCI may occur early after SCI and might not be sustained^3,4^. SNI was also shown to induce a more robust transcriptional response compared to SCI in whole DRG^4^. In contrast, SCI induces more changes in 5-hydroxymethylcytosine than SNI, an epigenomic mark that has transcriptional regulatory roles^13^. These studies suggest that SCI may elicit a transcriptional response in DRG, but a detailed analysis of how SCI affect gene expression in DRG and sensory neurons has not been performed in detail. To better understand the transcriptional response in DRG after SCI and SNI, we performed RNA-seq of L4 DRG one day (1d) after SCI and analyzed our results with a previously generated RNA-seq data set collected 1d after SNI (Fig. 1A;^16^). 

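Whole L4 DRG of 4 mice 1 day after SCI and of 4 uninjured mice were sequenced, with 1 library per mouse. The authors deposited the number of reads that they counted on each of 53379 genes with HTSeq, after alignment to the mouse genome GRCm38, without normalization. Between 21959030 and 44493319 reads per mouse were counted on genes, with a median of 28660121 after SCI and 38172044.5 in uninjured mice. The SNI and DLK knockout libraries of the earlier data set were used here only through the log2 fold changes and adjusted p-values in the authors' own tables. Genes with a mean count of at least 10 over the 8 libraries were tested, which left 17616 genes. Counts were normalized for library size by edgeR's TMM method and are given as CPM, and SCI was compared with uninjured DRG by edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment. Genes with an adjusted p-value under 0.1 were called differentially expressed (DE), as in the paper. Standard errors given with edgeR's log2 fold changes were derived from that test, as the absolute log2 fold change over the square root of F. The biological coefficient of variation between mice of a group was 0.133. On counts simulated from these libraries, with 200 genes changed by 1 on the log2 scale, the test called 193 of the 200, and 29 of its 222 calls were false.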

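In whole DRG 1 day after SCI, 408 of the 17616 genes tested were DE, of which 243 were higher and 165 lower than in uninjured mice. At an unadjusted p-value under 0.05 there were 2570 genes, where 881 would be called by chance. The count depended on single mice, since it fell to 104 without uninjured replicate 3 and rose to 640 without SCI 1d replicate 3. With DESeq2 in place of edgeR, 929 genes were DE. Of the 408 genes, 374 were listed in the authors' own table of the SCI comparison, and all of these 374 were DE there with the same direction. The paper's reported counts in its deposited tables are 1674 DE genes after SCI and 3435 after SNI. The fit behind them also held libraries that were not used here. Among the DE genes in which every SCI mouse lay on one side of every uninjured mouse, the smallest adjusted p-values belonged to Ccl6, Dpep1 and Itih3 for genes that rose and to Elovl6, Postn and Nrep for genes that fell. Ccl6 (ENSMUSG00000018927.3) encodes a chemokine and lies on chromosome 11 from 83587882 to 83593087. Its level was 4.26 ± 0.34 CPM (SD, n = 4 mice) after SCI and 0.77 ± 0.19 CPM (SD, n = 4) in uninjured mice, a log2 fold change of 2.46 (standard error 0.18, adjusted p = 0.00044 in edgeR's test). These CPM stand for 91 to 168 reads per mouse after SCI and for 16 to 40 reads in uninjured mice. Elovl6 (ENSMUSG00000041220.10), which encodes a fatty acid elongase, lies on chromosome 3 from 129532355 to 129638495. It fell from 165 ± 6.47 CPM to 103 ± 5.74 CPM (SD, n = 4 each), a log2 fold change of -0.69 (standard error 0.064, adjusted p = 0.0014 in edgeR's test). The log2 fold changes of the other 4 genes were 2.09 for Dpep1, 2.30 for Itih3, -1.15 for Postn and -0.60 for Nrep. With each mouse left out in turn, Ccl6 stayed between 2.35 and 2.66 and Elovl6 between -0.72 and -0.65.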

We found that SCI elicits a less robust transcriptional response in the DRG compared to SNI, with fewer differentially expressed (DE) genes compared to SNI (Fig. 1B, Supplementary Tables 1,2). There were few DE genes overlapping between conditions (~ 15%) and many (~ 9%) were inversely expressed (Fig. 1B). 

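Of the 374 genes that were DE after SCI and listed in the authors' table of whole DRG SNI, 161 genes (43.05%) were also DE there, where 87.5 would be shared by chance (odds ratio 2.55, Fisher's exact test, two-sided, p = 2.5e-17). Of these 161 genes, 127 moved in the same direction after both injuries and 34 moved in opposite directions. These 34 genes made up 9.09% of the 374. With DESeq2, 317 of 858 genes (36.95%) were shared and 71 of them moved in opposite directions. Across the 14600 genes in both tables, the log2 fold changes after SCI and SNI had a Pearson correlation of 0.26 and a Spearman correlation of 0.094, which is across genes, and genes are not independent replicates.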

KEGG (Kyoto Encyclopedia of Genes and Genomes biological) pathway analysis^17–19^ of DE genes identified different pathways enriched after SNI and SCI (Fig S1A-B), suggesting that the SCI response is distinct from the SNI response.

**Figure 1:**
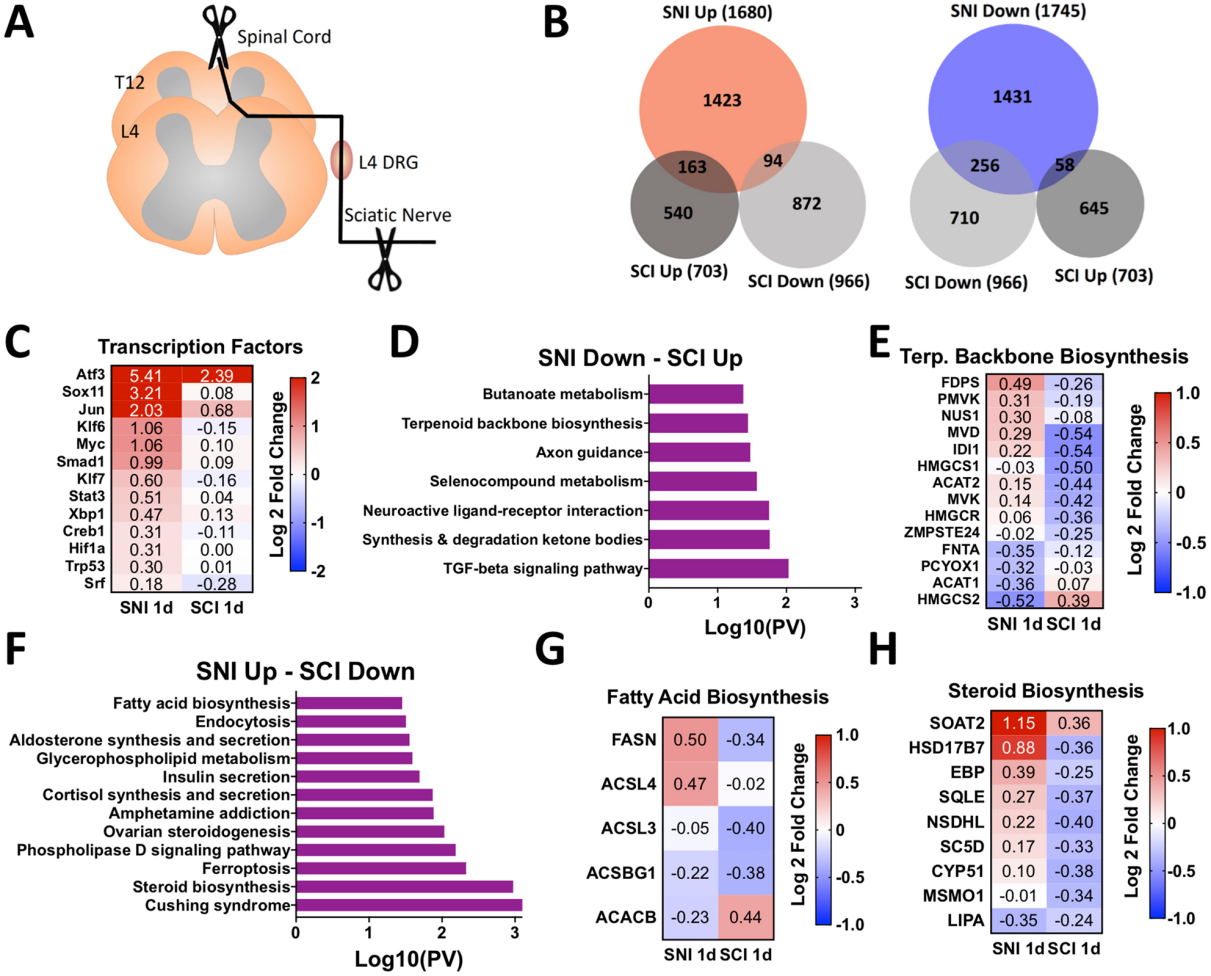
Spinal Cord Injury (SCI) induces an acute transcriptional response in the dorsal root ganglion (DRG) that differs from sciatic nerve injury (SNI). (**A**) Schematic of the experimental design for L4 DRG RNA sequencing after SNI and SCI. (**B**) Proportional Venn diagrams for differentially expressed (DE) genes upregulated (red) or downregulated (blue) after SNI (n = 3 mice) and SCI (n = 4 mice) (*p*-adj < 0.1). (**C**) Heatmap of known regeneration-associated transcription factors (RATFs) after SNI and SCI. (**D**) KEGG pathway analysis^17–19^ of DE genes downregulated after SNI and upregulated after SCI. (**E**) Heatmap of genes associated with terpenoid backbone biosynthesis after SNI and SCI. (**F**) KEGG pathway analysis^17–19^ of DE genes upregulated after SNI and downregulated after SCI. (**G**, **H**) Heatmap of genes associated with fatty acid biosynthesis and steroid biosynthesis after SNI and SCI.

We next examined the expression of RATFs, given their important roles in establishing a regenerative axon growth program^9,20^. 

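Among the 13 RATFs of the heatmap, 9 were higher and 4 lower in whole DRG after SCI, with a median log2 fold change of 0.048. Atf3 and Jun were DE, both over all genes tested and when adjusted over the list alone. Atf3 (ENSMUSG00000026628.13, chromosome 1, 191170296 to 191218039) rose from 9.59 ± 1.18 CPM in uninjured mice to 50.5 ± 21.2 CPM after SCI (SD, n = 4 mice each), a log2 fold change of 2.39 (standard error 0.27, adjusted p = 0.0043 in edgeR's test). Jun (ENSMUSG00000052684.4, chromosome 4, 95049034 to 95052222) rose from 83.7 ± 8.29 CPM to 134 ± 11.5 CPM (SD, n = 4 each), a log2 fold change of 0.68 (standard error 0.088, adjusted p = 0.0089 in edgeR's test). Every SCI mouse had a higher level of both genes than every uninjured mouse. With each mouse left out in turn, the log2 fold change stayed between 2.13 and 2.61 for Atf3 and between 0.63 and 0.74 for Jun. In the authors' table of SNI, the paper's values are higher than in uninjured mice for all 13 RATFs, of which 12 are DE.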

Whereas all RATFs examined were upregulated after SNI, only ATF3 and Jun were increased after SCI (Fig. 1C, Supplementary Table 3). The activation of RATFs is believed to arise in part from retrograde transport of kinases from the injury site back to the cell soma^21,22^. The dual leucine zipper kinase DLK is required for retrograde injury signaling and induction of RATFs after nerve injury^16,23^, and is significantly decreased after SCI (0.29 fold, *p*-adj < 0.05). 

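DLK is encoded by Map3k12 (ENSMUSG00000023050.8), which lies on chromosome 15 from 102497646 to 102517064. Its level was 54.0 ± 4.07 CPM (SD, n = 4 mice) in whole DRG after SCI and 65.8 ± 9.12 CPM (SD, n = 4) in uninjured mice, a log2 fold change of -0.28 (standard error 0.099, adjusted p = 0.22 in edgeR's test). Every SCI mouse lay below every uninjured mouse, and uninjured replicate 1 lay well above the other uninjured mice. The gene was not DE under any of the alternatives tried, with adjusted p-values from 0.16 to 0.44, and its log2 fold change stayed between -0.32 and -0.18 with each mouse left out in turn. Its unadjusted p-value was under 0.05 in edgeR's test with all mice. The paper's deposited table lists a log2 fold change of -0.29 with an adjusted p-value of 0.037.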

To determine if the limited transcriptional upregulation of RATFs after SCI relates to decreased levels of DLK, we used previously generated RNA-seq data that examined the transcriptional response to nerve injury in mice lacking DLK (DLK KO;^16^). 

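The authors' table of DLK knockout mice 1 day after SNI lists 1927 DE genes, which is the paper's count. Of the 374 genes that were DE after SCI and listed in that table, 146 (39.0%) were also DE there, against 48.9 by chance (odds ratio 4.53, Fisher's exact test, two-sided, p = 1.7e-37). They moved in the same direction in 123 cases and in opposite directions in 23. With DESeq2, 270 of 858 genes (31.5%) were shared. The fold changes of the 2 comparisons were set side by side and the difference between them was not tested.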

Comparison of DE genes and KEGG pathway analysis^17–19^ in DLK KO following SNI and wildtype mice following SCI revealed little overlap between conditions (Fig S1B–D), suggesting that the diminished RATFs upregulation after SCI is unlikely mediated by reduced DLK signaling.

The unique transcriptional response of SCI in the DRG compared to SNI may result in gene expression that actively represses axon regeneration after SCI. To examine this possibility further, we performed KEGG pathway analysis^17–19^ on DE genes that were inversely expressed between conditions. We found that inversely expressed DE genes were associated with biosynthetic and lipid metabolic pathways (Fig. 1D–H, Supplementary Table 4). These pathways were also some of the most enriched by SCI when all downregulated DE genes were examined (Fig. S1B). This is particularly interesting since previous studies using DRG cultures revealed that synthesis of phosphatidylcholine and cholesterol is required for axonal growth^24–26^, although more recent studies suggest that decreasing cholesterol levels promote axon growth^27,28^. Furthermore, in the optic nerve injury model it was shown that increasing phospholipid synthesis and decreasing triglyceride synthesis promotes axon regeneration^29^. Together, these results suggest that defects in lipid synthesis may restrict axon regeneration after SCI.

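Of the 14 genes of the terpenoid backbone heatmap, 12 were lower in whole DRG after SCI, and 4 of these were DE, among them Hmgcs1. Of the 9 genes of the steroid heatmap, 8 were lower and 3 (Sqle, Hsd17b7 and Sc5d) were DE. The 7 fatty acid genes went both ways, since Acsl3 and Acsbg1 were lower and DE and Acacb was higher and DE. When adjusted over the list alone, 8 terpenoid, 7 steroid and 3 fatty acid genes were lower, and 1 terpenoid and 1 fatty acid gene were higher. The study chose these lists on the same libraries, so these counts are not independent evidence. Hmgcs1 (ENSMUSG00000093930.2, chromosome 13, 119690379 to 119708260), which encodes an enzyme of cholesterol synthesis, fell from 907 ± 63.4 CPM to 645 ± 64.8 CPM (SD, n = 4 mice each), a log2 fold change of -0.49 (standard error 0.084, adjusted p = 0.028 in edgeR's test). With each mouse left out in turn its adjusted p-value ranged from 0.021 to 0.11. Sqle (ENSMUSG00000022351.14, chromosome 15, 59315077 to 59331192) fell from 326 ± 29.4 CPM to 254 ± 21.7 CPM (SD, n = 4 each), a log2 fold change of -0.36 (standard error 0.085, adjusted p = 0.081 in edgeR's test). Fasn was not DE, at a log2 fold change of -0.33 (standard error 0.094, adjusted p = 0.14), and SCI 1d replicate 3 lay above the other SCI mice. In the authors' table of SNI, the paper's values are higher than in uninjured mice for 7 of the 9 steroid genes, 8 of the 14 terpenoid genes and 2 of the 7 fatty acid genes. Of the terpenoid genes, 3 are DE and higher there and 4 are DE and lower.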

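The lists were also tested as sets with limma's camera at an inter-gene correlation of 0.01, and the p-values were adjusted over 20 tests of 4 lists in 5 comparisons. In whole DRG after SCI the adjusted p-value was 0.00017 for the terpenoid list, 0.00031 for the steroid list and 0.19 for the fatty acid list. A list of 22 genes of cholesterol synthesis, written before the data were examined, was lower in 22 of 22 genes with a median log2 change of -0.34 and an adjusted p-value of 4.6e-13. It shares genes with the heatmap lists. Under fry, which does not preset the correlation, the cholesterol list had an adjusted p-value of 0.0505, and the terpenoid and steroid lists had 0.13 each. With the correlation estimated from the data, none of these lists passed, and the lowest adjusted p-value in whole DRG was 0.40. With the level of red blood cell genes in each library as a covariate, the median log2 change was -0.085 for the terpenoid list, -0.12 for the steroid list and -0.19 for the cholesterol list, and that level had a correlation of 0.745 with the injury across the 8 libraries. From the pathways of the genes that moved in opposite directions after SCI and SNI, the paper proposes that defects in lipid synthesis may restrict axon regeneration after SCI.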

### ATF3 and Jun upregulation after SCI is not sufficient to promote growth in vitro

ATF3 and Jun are required for peripheral nerve regeneration^30,31^. When co-expressed in cultured DRG neurons, ATF3 and Jun promote axon growth in vitro^32^ and regeneration of the central axon branch of sensory neurons in vivo^33^. We thus determined if ATF3 and Jun upregulation after SCI occurs in ascending DRG sensory neurons. We used Thy1-YFP16 mice^34^, which label large diameter ascending DRG sensory neurons^35,36^. Unlike small diameter nociceptors, these sensory neurons ascend the spinal cord and are directly injured by thoracic SCI^37^ (Fig. 2A). Indeed, all low-threshold mechanoreceptors ascend the entire dorsal column up to cervical level, and nearly all proprioceptors ascend 6–8 segments along the spinal cord^37^. Ascending DRG sensory neurons are also distinct from nociceptors in that they express NF200 (*Nefh*) but not TrkA^38^ and we confirmed that YFP neurons were NF200 positive and TrkA negative (> 90%, Fig. 2B,C). We found that after SNI, ATF3 and Jun were expressed in nearly two-thirds of all DRG neurons, with equal numbers between YFP positive and negative neurons (Fig. 2D,E; Fig. S2A–B). In contrast, only ~ 5% of all DRG neurons expressed ATF3 and Jun after SCI, but ~ 20% of YFP neurons were ATF3 and Jun positive after SCI (Fig. 2D,E; Fig. S2A–B). We next asked whether this increased ATF3 and Jun expression in YFP neurons promotes axon growth in vitro 3 days after SCI. We observed that unlike SNI, SCI failed to induce a conditioning effect in vitro in YFP neurons compared to naive (Fig. 2F,G). These results suggest that the other transcriptional changes elicited by SCI we observed (Fig. 1D–H) may repress the pro-growth effects associated with ATF3 and Jun expression. It is also possible that ATF3 and Jun need to be expressed in the same cells to synergize^32^. We think this is likely, but limitations with antibodies did not permit us to confirm co-expression of ATF3 and Jun in injured ascending DRG sensory neurons.

**Figure 2:**
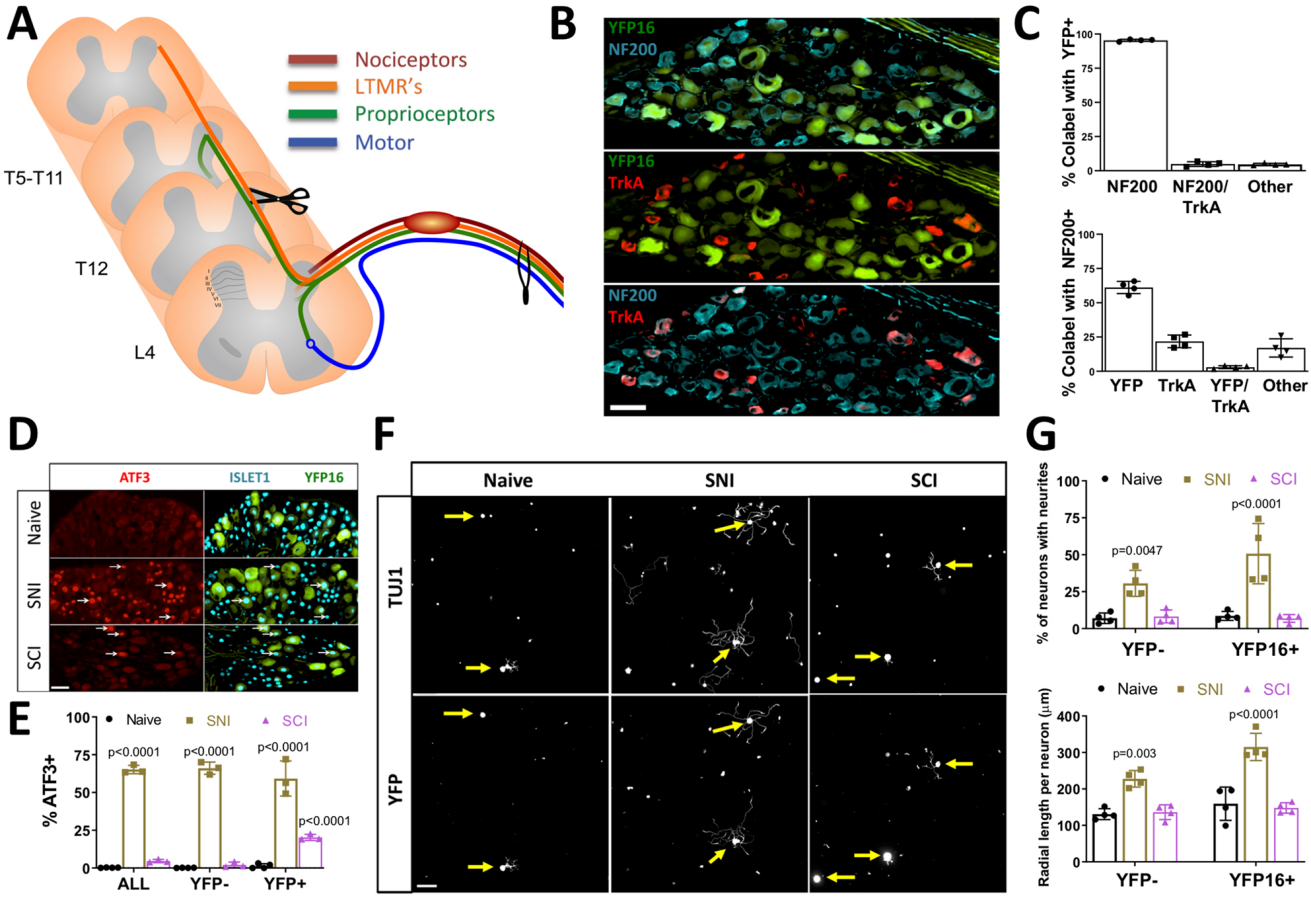
Spinal Cord Injury (SCI) does not induce a pro-growth state in ascending DRG sensory neurons in vitro. (**A**) Schematic of the experimental design and peripheral and central projects of major sensory neuron subtypes of L4 dorsal root ganglion (DRG) neurons. (**B**) Representative images of L4 dorsal root ganglion (DRG) neurons from Thy1YFP16 mice labeled with NF200 (blue) and TrkA (red) antibodies. (**C**) Quantification of (**B**) indicating percent overlap of YFP, NF200, and TrkA labeling in Thy1YFP16 mice (n = 4 mice). (**D**) Representative images of L4 DRG neurons labeled with ATF3 and Islet1 antibodies in Thy1YFP16 mice in naive or 3 days after sciatic nerve injury (SNI) or SCI. (**E**) Quantification of (**D**) indicating percentage of ATF3 positive, Islet-1 labeled neuronal nuclei in all neurons, as well as YFP negative and YFP positive neurons, for each condition (n = 3 mice/group; 2-way ANOVA). White arrowheads point to ATF3 positive neuronal nuclei. (**F**) Representative images of cultured cells from L4 DRG labeled for all neurons (TUJ1) and YFP positive neurons in naïve or 3 days after SNI or SCI. (**G**) Quantification of (**F**) indicating the percentage of neurons extending neurites and the average radial length of neurites, in YFP negative and YFP positive neurons, for each condition (n = 4 mice/group; 2-way ANOVA). Yellow arrows point to the cell body of YFP positive neurons.

### SCI induces a unique transcriptional response in ascending DRG sensory neurons compared to SNI

Neurons are outnumbered by non-neuronal cells at least tenfold in the DRG^15^ and not all lumbar DRG neurons ascend the spinal cord and are directly injured by T9 SCI^37^. Thus, to define the transcriptional changes elicited by SCI in ascending DRG sensory neurons specifically, we performed RNAseq 1 and 3 days after SCI or SNI in FACS-sorted ascending DRG sensory neurons from YFP16 mice (Fig. 3A). This approach allowed us to enrich for ascending DRG sensory neurons, based on the expression levels of known neuronal marker genes^38^ when comparing FACS-sorted and whole DRG samples (Fig. 3B, Supplementary Tables 3, 5). 

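YFP-positive neurons of L4 DRG were sorted into wells of 100 cells, with 3 wells per mouse, and each well gave a library. The deposited files hold 66 such libraries from 22 mice, of which 6 were naive and 4 each were taken 1 or 3 days after SNI and 1 or 3 days after SCI. The values are read counts on genes by HTSeq without normalization. The wells of a mouse were summed, because the labels call them technical replicates. Between 30518187 and 83599972 reads per mouse were counted on genes, and between 1494217 and 49015375 reads per well. Genes with at least 20 reads in 1 mouse or more were tested, which left 23507 genes. The 22 mice were fitted together by edgeR's quasi-likelihood method with TMM normalization and 2 factors of unwanted variation (RUVr, with k = 2 as in the paper), and an adjusted p-value under 0.1 was called DE. The factors were estimated from residuals that were not centred. The biological coefficient of variation between mice of a group was 1.22. Of the 66 wells, 20 held between 3.18% and 14.4% of their reads on 9 genes of satellite glia and Schwann cells, where the other 46 wells held between 0.17% and 1.28%. The median share of reads on 4 neuronal genes was 0.024% in these 20 wells and 2.67% in the other wells. They occurred in naive mice (6 of 18 wells), 1 day after SNI (3 of 12), 3 days after SNI (4 of 12), 1 day after SCI (3 of 12) and 3 days after SCI (4 of 12), and in 14 of the 22 mice. Fits without these glial wells, a choice made after the data were seen, are given beside the others, and 2 mice with no other well drop out of them.

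**Figure D1:**
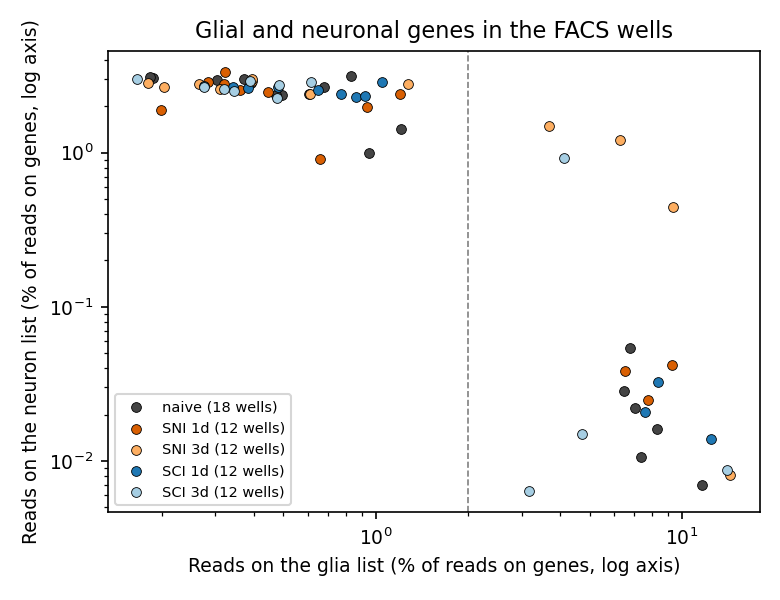
Share of reads on the glia list against share of reads on the neuron list in each of the 66 FACS wells, both in percent of reads on genes on log axes. Each point is a well and colours give the condition. The dashed line at 2% parts the 20 wells rich in glial genes, in every condition, from the other 46.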

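Marker genes of neuronal subtypes were compared between 4 uninjured whole DRG and 6 naive FACS mice as log2(CPM + 1), by an exact permutation test, two-sided, over 210 permutations. The library types differ, so each library was scaled only to its own total. Scn10a, a nociceptor gene, was lower in FACS neurons, with a log2 difference of -4.94 (exact permutation test, p adjusted over the list of 7 markers alone = 0.042). Ldhb, a proprioceptor gene, was higher by 2.91 on the log2 scale (exact permutation test, adjusted p = 0.033), with 1499 ± 629 CPM (SD, n = 6) in FACS neurons and between 153 and 201 CPM in whole DRG. Pvalb did not differ, at 0.74 on the log2 scale (exact permutation test, adjusted p = 0.72). Its level ranged from 1.68 to 1299 CPM between naive mice. Ntrk2 was lower by a log2 difference of -3.67 (exact permutation test, adjusted p = 0.042). Ntrk3, at -1.86, and Nefh, at -1.92, were not different by this test (exact permutation test, adjusted p = 0.18 and 0.12). Of the 6 genes given here, only Ldhb had an adjusted p-value under 0.05 with a pseudocount of 0.1 in place of 1, and Ldhb and Ntrk2 did without the glial wells.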

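In FACS neurons, 1 of 23507 genes was DE 1 day after SNI, 2 were DE 3 days after SNI, 1 was DE 1 day after SCI and none was DE 3 days after SCI. At an unadjusted p-value under 0.05 there were 2134, 2648, 2078 and 1469 genes in this order, where uniform p-values would give 1175. Of 25 splits of the same mice into groups of the same sizes, the real one included, 8, 10, 14 and 24 had as many. These numbers can therefore not be told from those of other groupings. With each mouse left out in turn, the count ranged from 0 to 39 for SNI 1d and from 0 to 54 for SNI 3d, both highest without naive replicate 5, and from 1 to 2 for SCI 1d. The setting with the largest effect was the use of wells as separate libraries, which gave 3135, 4170, 3000 and 2889 DE genes but treats the 3 wells of a mouse as independent. Factors from centred residuals, added after the data were seen, gave 161, 166, 4 and 0 DE genes in edgeR. With DESeq2 and the uncentred factors, 1931, 2526, 1889 and 1537 genes were DE. On counts simulated from the 22 mice with 200 genes changed by 3 on the log2 scale, that DESeq2 fit made 844 calls of which 795 were false, while the edgeR fit called none of the 200. The simulated spread was estimated without the RUVr factors and each gene varied on its own, so these rates need not hold for the real mice. The paper's deposited tables list 1550, 1857, 863 and 286 DE genes, after outlier samples had been removed, where all 22 mice were used here. The gene called 1 day after SNI was Spns3, with 17.3 ± 14.6 CPM (SD, n = 4 mice) against at most 3 reads in every naive mouse, which makes it at least 222-fold higher (adjusted p = 0.021 in edgeR's test). Gnpda2 was called 3 days after SNI, at 561.5 ± 190 CPM (SD, n = 4) against 140 ± 32.5 CPM (SD, n = 6) in naive mice, a log2 fold change of 2.23 (adjusted p = 0.041 in edgeR's test). The gene called 1 day after SCI was Plin4, with 54.1 ± 46.3 CPM (SD, n = 4) and at most 3 reads in every naive mouse, at least 693-fold higher (adjusted p = 0.000101 in edgeR's test), but 95.5% of its CPM over the SCI 1d wells lay in the 3 glial wells. When these were left out it was still DE (adjusted p = 0.0998 in edgeR's test), at 3.92 ± 3.96 CPM against 0.052 ± 0.10 CPM (SD, n = 4 and 6).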

We found that SCI elicited fewer DE genes compared to SNI at 1d and 3d (Fig. 3C,D, Supplementary Tables 6, 7). There was little overlap between the two conditions, with only ~ 37% for upregulated genes and ~ 23% for downregulated genes (Fig. 3C). 

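No gene was DE both 1 day after SNI and 1 day after SCI, and 719 genes had an unadjusted p-value under 0.05 in both. Across genes the 2 sets of log2 fold changes had a Pearson correlation of 0.52 and a Spearman correlation of 0.50. Both comparisons use the same naive mice, which raises such a correlation by itself. In 8 simulations of unchanged groups against the same naive mice it lay between 0.450 and 0.467, and 181 to 215 genes had an unadjusted p-value under 0.05 in both. With DESeq2 and the same factors, 372 genes that rose were shared (47.6% of the genes that rose after SCI) and 375 that fell (33.9%). In the same simulations of unchanged groups, a test chosen after these shares were seen, DESeq2 still called 486 to 574 genes after SCI. It shared 5 to 13 genes that rose (17.5% to 37.9%) and 140 to 191 that fell (27.0% to 38.0%), so the share of genes that fell was no higher than without any change. Tested directly, SNI and SCI 1 day after injury differed in 1 gene, Plin4, at an adjusted p-value under 0.1, and in 2226 genes at an unadjusted p-value under 0.05. Plin4 did not pass when the glial wells were left out (adjusted p = 0.20 in edgeR's test), a choice made after the data were seen. In that fit 161 other genes were DE. Of 25 splits of these mice into groups of the same sizes, the real one included, 2 gave as many. Of the 18 splits balanced for the sequencing set, only the real one did, but 18 are too few for a share under 0.05. With DESeq2 and RUVr factors on all wells, 2075 genes differed.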

Whereas the numbers of DE genes were increased from 1 to 3 days after SNI, DE genes decreased from 1 to 3 days after SCI (Fig. 3D, Supplementary Tables 6, 7), suggesting that the SCI response is not sustained over time. This may explain why few transcriptional changes in whole DRG were observed 7 days after SCI^3^.

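The change with time after SCI was tested directly by comparing SCI 3d with SCI 1d. No gene differed at an adjusted p-value under 0.1. At an unadjusted p-value under 0.05 there were 2540 genes, of which 756 were higher and 1784 lower at 3 days. Uniform p-values would give 1175, but 14 of 25 splits of these mice, the real one included, had as many as 2540. With DESeq2 and the same factors, 2415 genes differed, and with DESeq2 without factors, a choice made after the data were seen, 201 did.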

**Figure 3:**
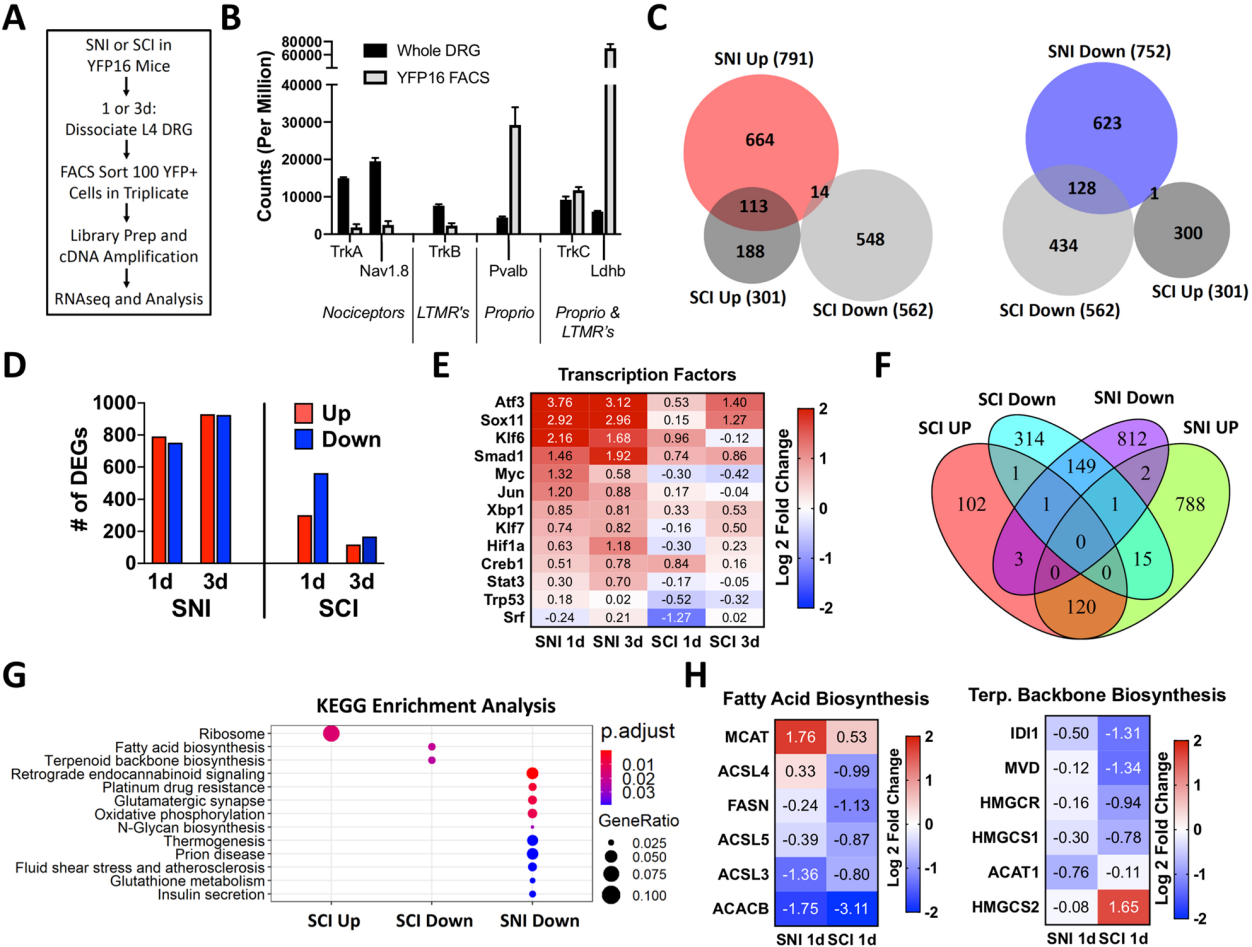
Spinal Cord Injury (SCI) induces an acute transcriptional response in ascending DRG sensory neurons that mostly differs from sciatic nerve injury (SNI). (**A**) Schematic of the experimental design for fluorescence-activated cell sorting (FACS) of ascending DRG sensory neurons from Thy1YFP16 mice 1 or 3 days after SNI or SCI (n = 3 mice per group, except n = 4 mice for naïve and SCI 1d). (**B**) Total counts of genes associated with three predominant neuronal subtypes in the DRG (nociceptors, low-threshold mechanoreceptors (LTMR), and proprioceptors (Proprio) (**C**) Proportional venn diagrams for differentially expressed (DE) genes upregulated (red) or downregulated (blue) 1 day after SNI and SCI in ascending DRG sensory neurons, and (**D**) Number of DE genes 1 and 3 days after SNI or SCI (*p*-adj < 0.1, r = 2 for RUVr). (**E**) Heatmap of known regeneration-associated transcription factors (RATFs) 1 and 3 days after SNI and SCI in ascending DRG sensory neurons. (**F**) Venn diagram and (**G**) KEGG pathway analysis of DE genes^17–19^ , 1 and 3 days after SNI or SCI that have ATF3 binding sites. SNI upregulated DE genes did not lead to significant pathway enrichment. (**H**) Heatmap of genes that ATF3 binding sites associated with fatty acid biosynthesis and terpenoid backbone biosynthesis 1 day after SNI and SCI in ascending DRG sensory neurons. Only HMGCS2 does not have an ATF3 binding motif.

We next examined the expression of RATFs known to promote axon growth^9,20^. We found that all assessed RATFs were upregulated in ascending DRG sensory neurons 1 and 3 days after SNI (Fig. 3E, Supplementary Table 5). In contrast, only ATF3 and Smad1 were increased 1 and 3 days after SCI. 

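Of the 13 RATFs, 11 were higher than in naive mice 1 day after SNI and 11 were higher 3 days after SNI. None was DE over all genes tested. When adjusted over the list alone, 5 were higher 1 day and 4 were higher 3 days after SNI. Atf3 rose from 80.9 ± 78.2 CPM (SD, n = 6 naive mice) to 984 ± 322 CPM (SD, n = 4) 1 day after SNI, a log2 fold change of 3.88 (standard error 0.80, adjusted p = 0.23 in edgeR's test). Every SNI mouse lay above every naive mouse (exact permutation test, two-sided, p = 0.0048). At 3 days Atf3 stood at 599 ± 220 CPM (SD, n = 4). Sox11 rose from 81.8 ± 93.9 CPM to 844 ± 355 CPM 1 day after SNI, a log2 fold change of 4.52 (adjusted p = 0.29 in edgeR's test). Without the glial wells, 13 of 13 RATFs were higher at both times, and 6 were DE at each.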

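After SCI, 5 of the 13 RATFs were higher than in naive FACS neurons at 1 day and 7 at 3 days, and none passed the threshold over all genes or when adjusted over the list alone. Atf3 was 159 ± 112 CPM (SD, n = 4 mice) 1 day and 174 ± 116 CPM (SD, n = 4) 3 days after SCI, a log2 fold change of 1.23 (standard error 0.75, adjusted p = 0.69 in edgeR's test) and of 1.24 (standard error 0.66, adjusted p = 0.77). The difference at 1 day lay within the spread between mice (exact permutation test, two-sided, p = 0.16). Smad1 stood at 40.3 ± 20.9 CPM at 1 day and 58.3 ± 26.6 CPM at 3 days (SD, n = 4 each), against 23.2 ± 8.64 CPM (SD, n = 6) in naive mice. At 3 days every SCI mouse lay above every naive mouse for Smad1 (exact permutation test, p = 0.0048), and without the glial wells this p was 0.17. The log2 fold change of Smad1 at 1 day turned negative in at least 1 of the fits that left out a mouse (-0.27 to 0.85). For Jun a rise 1 day after SCI was neither shown nor excluded, with a log2 fold change of -0.04 (adjusted p = 1 in edgeR's test). It ranged from -0.77 to 0.07 with each mouse left out in turn. The paper's staining of Jun in YFP neurons is of protein, 3 days after injury.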

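Klf6 stood at 259 ± 204 CPM (SD, n = 4 mice) 1 day after SCI and at 327 ± 390 CPM (SD, n = 6) in naive FACS neurons. Its log2 fold change with the RUVr factors was 1.04, and without covariates it was -0.34. Creb1 stood at 33.2 ± 18.4 CPM (SD, n = 4) 1 day after SCI and at 37.0 ± 49.8 CPM (SD, n = 6) in naive mice, a log2 fold change of -0.14. Without the glial wells Creb1 changed direction, to 1.46. Sox11 stood at 174 ± 147 CPM (SD, n = 4) 3 days after SCI and at 81.8 ± 93.9 CPM (SD, n = 6) in naive mice, a log2 fold change of 0.73. For none of the 3 genes did the groups differ by more than the spread between mice (exact permutation test, two-sided, p = 0.71 for Klf6, 0.6 for Creb1 and 0.76 for Sox11).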

KLF6 and Creb1 expression increased at 1d, while Sox11 increased at 3d after SCI (Fig. 3E, Supplementary Table 5). The SNI-induced upregulation of RATFs in ascending DRG sensory neurons was remarkably similar to the response we previously reported in FACS-sorted nociceptors (Fig. S3A–B)^39^. This is consistent with recent findings indicating that after peripheral nerve injury most sensory neurons adopt a similar transcriptomic state^31,40^. The unique effects of SCI on ascending DRG sensory neurons are thus unlikely related to any intrinsic transcriptional differences between sensory neuron subtypes within the DRG. To better understand the transcriptional differences in ascending DRG sensory neurons after SNI and SCI, we next performed KEGG pathway analysis^17–19^ of all DE genes. We identified different pathways enriched after SCI and SNI (Fig. S3C–F), with the 5 most enriched KEGG pathways associated with biosynthetic and lipid metabolic pathways 1d after SCI (Fig. S3D). 

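In FACS neurons 1 day after SCI, camera gave an adjusted p-value of 0.049 for the fatty acid list (6 of 7 genes lower), 0.031 for the terpenoid list (11 of 14 lower) and 0.0092 for the steroid list (9 of 9 lower), over the same 20 tests. These gene counts are those of limma's fit on log2 CPM, and in edgeR's fit 8 of the 9 steroid genes were lower, with a median log2 fold change of -0.50. The preset cholesterol list was lower in 20 of 22 genes, with a median log2 change of -0.78 and an adjusted p-value of 3.5e-06. Under fry each of the 4 lists had an adjusted p-value of 0.13, and with an estimated correlation each had 0.40. With the sequencing set as a term in place of the RUVr factors, the terpenoid, steroid and cholesterol lists passed under camera, under fry (0.045, 0.016 and 0.017) and with an estimated correlation (0.023 each), while the fatty acid list did not pass under camera (0.50, 4 of 7 lower), as it did not without covariates (0.37, 4 of 7 lower). Without the glial wells, chosen after the data were seen, all 4 lists passed under camera and under fry, with fry's adjusted p-values from 0.011 to 0.042. In edgeR's fit with RUVr factors and all wells, no single gene of the 3 heatmap lists was DE over all genes. When adjusted over the list alone, 2 fatty acid and 2 steroid genes were lower in that fit, in lists that the study chose on these libraries. With the glial wells left out, edgeR called 1 terpenoid and 1 steroid gene lower over all genes. DESeq2 then called 2 fatty acid, 4 terpenoid and 5 steroid genes lower, and 1 fatty acid and 1 terpenoid gene higher. DESeq2 with RUVr and all wells called 1 fatty acid and 1 terpenoid gene lower and 1 terpenoid gene higher.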

The top 3 downregulated biosynthesis pathways 1d after SCI were steroid biosynthesis, fatty acid biosynthesis, and terpenoid backbone biosynthesis (Fig. S3D), all of which were also identified in whole DRG analysis 1d after SCI (Fig. S1B). None of these pathways were downregulated by SNI, and instead steroid biosynthesis was upregulated both 1d and 3d after SNI (Fig. S3C,E). 

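After SNI none of the 4 lists passed under camera in FACS neurons in the fit with RUVr factors. The steroid list was higher in 7 of 9 genes at 3 days (median log2 change 0.54, adjusted p = 0.13) and in 5 of 9 genes at 1 day (0.061, adjusted p = 0.59) in limma's fit on log2 CPM. In edgeR's fit it was higher in 7 of 9 genes at 3 days (0.47) but in 4 of 9 at 1 day (-0.059), so no direction was shown at 1 day. The terpenoid list was lower in 10 of 14 genes 1 day after SNI (adjusted p = 0.18), and in 9 of 14 in edgeR's fit. With the sequencing set as a term in place of the RUVr factors, the terpenoid list passed 1 day after SNI, with an adjusted p-value of 0.016 and 11 of 14 genes lower, where fry gave 0.21, and the cholesterol list passed as well (0.057, fry 0.74). The terpenoid list also passed under camera 1 day after SNI without covariates (0.074) and with glial wells left out (0.080), where fry gave 0.44 and 0.29.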

Interestingly, we found that only ~ 43% and ~ 13% of DE genes identified in FACS-sorted ascending sensory neurons after SNI and SCI, respectively, overlapped with DE genes identified from whole DRG (Fig. S3G, S3H). 

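The gene that was DE in FACS neurons 1 day after SCI, Plin4, was also DE in whole DRG after SCI and rose in both, and the gene that was DE 1 day after SNI, Spns3, is also DE in the authors' table of whole DRG SNI. With DESeq2, 63 of 824 FACS SCI genes found in both data sets (7.65%) were DE in whole DRG, against 43.5 by chance (odds ratio 1.52, Fisher's exact test, two-sided, p = 0.003), and 38 of the 63 moved in the same direction. After SNI, 240 of 723 FACS genes (33.2%) were DE in the authors' whole DRG table, against 171 by chance (odds ratio 1.65, Fisher's exact test, two-sided, p = 2e-09), and 225 moved in the same direction.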

Many genes are likely not identified in whole DRG because unlike SNI, SCI only directly injures the ascending DRG sensory neurons subpopulation within the DRG^37^.

We next examined ATF3 target genes, because ATF3 is required to induce the transcriptional re-programming of all neuron subtypes after nerve injury, and ATF3 DNA-binding motifs are enriched in the common injury gene set across neuronal subtypes^31^. We identified DE genes that have ATF3 binding sites in the promoter region using Patser software^41^ and ATF3 binding matrix obtained from JASPAR database. Because a majority of the shared DE genes identified at 1 and 3 days post injury changed in the same direction under the same injury condition, we combined the genes for downstream analysis. We found a total of 706 unique ATF3 target genes regulated by SCI and 1891 regulated by SNI, with only 289 common genes (Fig. 3F, Supplementary Table 8). KEGG pathway analysis^17–19^ revealed that fatty acid biosynthesis and terpenoid backbone synthesis were specifically downregulated after SCI but not SNI (Fig. 3G). 

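The difference between SNI and SCI 1 day after injury was tested gene by gene in FACS neurons. Of the 14 terpenoid genes, 10 were higher after SNI than after SCI, as were 5 of the 7 fatty acid genes and 9 of the 9 steroid genes. The median log2 difference was 0.35 for terpenoid, 0.56 for fatty acid and 0.78 for steroid genes. None of these genes differed at an adjusted p-value under 0.1 over all genes. When adjusted over the list alone, 3 steroid genes differed. The ATF3 sites upstream of these genes were not analysed here.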

Further analysis of the ATF3 target genes in these pathways indicated that most genes were more significantly downregulated after SCI than SNI, and some were upregulated by SNI (Fig. 3H, Supplementary Table 8). GO analysis for molecular function of ATF3 target genes further revealed little overlap between SCI and SNI, and also revealed that the downregulation of genes related to ion channel, which is believed to represent in part the loss of neuronal identity after injury^31^, only occurs after SNI (Fig. S4). These results reveal that lipid biosynthetic pathways are downregulated in ascending DRG sensory neurons after SCI and may repress axon regeneration.

### Fatty acid synthase (FASN) inhibition decreases DRG axon growth in vitro

FASN is an enzyme responsible for de novo fatty acid synthesis^42^. *Fasn* is one of the genes in the fatty acid biosynthesis pathway containing an ATF3 binding motif and is downregulated in ascending DRG sensory neurons specifically after SCI (Fig. 3H, Supplemental Table 8). 

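Fasn (ENSMUSG00000025153.9) lies on chromosome 11 from 120805846 to 120824547. With all wells, its level was 28.5 ± 18.3 CPM (SD, n = 4 mice) 1 day after SCI, 36.4 ± 8.50 CPM (SD, n = 4) 1 day after SNI and 39.6 ± 20.9 CPM (SD, n = 6) in naive FACS neurons. The log2 fold change was -0.59 after SCI and -0.28 after SNI, and neither was DE. Naive replicate 2 lay well above the other naive mice. Of the Fasn CPM over the 12 SCI 1d wells, 59.7% lay in the 3 glial wells. Without the glial wells, a choice made after the data were seen, Fasn stood at 17.7 ± 6.25 CPM (SD, n = 4) after SCI, 38.9 ± 3.47 CPM (SD, n = 4) after SNI and 52.2 ± 24.7 CPM (SD, n = 6) in naive mice. Every SCI mouse then lay below every naive mouse (exact permutation test, two-sided, p = 0.0048, and 0.02 adjusted over the 21 tests of named genes), while SNI and naive mice did not differ (exact permutation test, p = 0.4). The log2 fold change after SCI was then -1.58, with an adjusted p-value of 0.16 in edgeR's test and 0.0013 in DESeq2's, and over all settings the adjusted p-value ranged from 0.0013 to 1. With wells as separate libraries the log2 fold change was 0.27. From the genes of these pathways, the paper concludes that lipid biosynthetic pathways are downregulated in ascending DRG sensory neurons after SCI.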

FASN synthesizes palmitic acid, which is the substrate for the synthesis of more complex lipids including phospholipids^42^. Given the role of lipid synthesis in axon growth^24,26,43^, we tested whether inhibiting FASN with platensimycin, an inhibitor that was shown to effectively inhibit fatty acid synthesis in vitro^44^, impairs axon growth. Adult DRG neuronal cultures were treated with platensimycin or vehicle control 30 min after plating and axon growth was assessed 24 h later. Platensimycin decreased axon growth by ~ 40% compared to vehicle controls (Fig. 4A,B). Since adult DRG cultures include both neurons and non-neuronal cells, we cannot rule out the potential impact of FASN inhibition on non-neuronal cells in decreasing axon growth in vitro Indeed, neurite growth in culture hippocampal neurons was shown to be supported by phospholipid-loaded lipoproteins secreted from glial cells^45^. We also recently showed that FASN is required in satellite glial cells, which completely surround sensory neurons, to promote axon regeneration in peripheral nerves^46^. Therefore, to test if FASN is required intrinsically in neurons to promote axon growth, we used a spot culture assay, in which embryonic DRG are dissociated and cultured in a spot, allowing axons to extend radially from the spot^47,48^. By including the mitotic inhibitor 5-deoxyfluoruridine (FDU), we can obtain a culture enriched for neurons with limited amounts of other non-neuronal cell types^46^. The effects observed in these neuronal culture are thus largely intrinsic to sensory neurons. This assay has recapitulated for the most part what has been observed in vivo in sensory neurons^47–50^, and is suitable to test compounds affecting axon regeneration. Platensimycin was added to the media 6 days after plating. Axons were cut using a microtome blade on day 7 and allowed to regenerate for 24 h, fixed and stained for SCG10 to visualize axon regeneration^51^. Regenerative axon length was measured from the visible blade mark to the end of the regenerating axon tips. We observed that platensimycin decreased axon regenerative capacity (Fig. 4C,D). FASN generates palmitic acid, which is used in part to make phospholipid ligands for the peroxisome proliferator-activated receptor (PPAR) family of transcription factors. PPARs are ligand-activated nuclear receptors that bind lipid signaling molecules to transduce the signals derived from the metabolic environment to control gene expression^52^. In adipose tissue, FASN is required for generating endogenous ligands for PPAR*γ*^53^ and in neurons, PPARγ contributes to the pro-regenerative response after axon injury^54^. We found that the PPARγ agonist rosiglitazone partially rescued the axon regeneration defects induced by FASN inhibition (Fig. 4C,D). These results indicate that in neurons, FASN promotes axon growth in part by generating the ligands for PPARγ.

**Figure 4:**
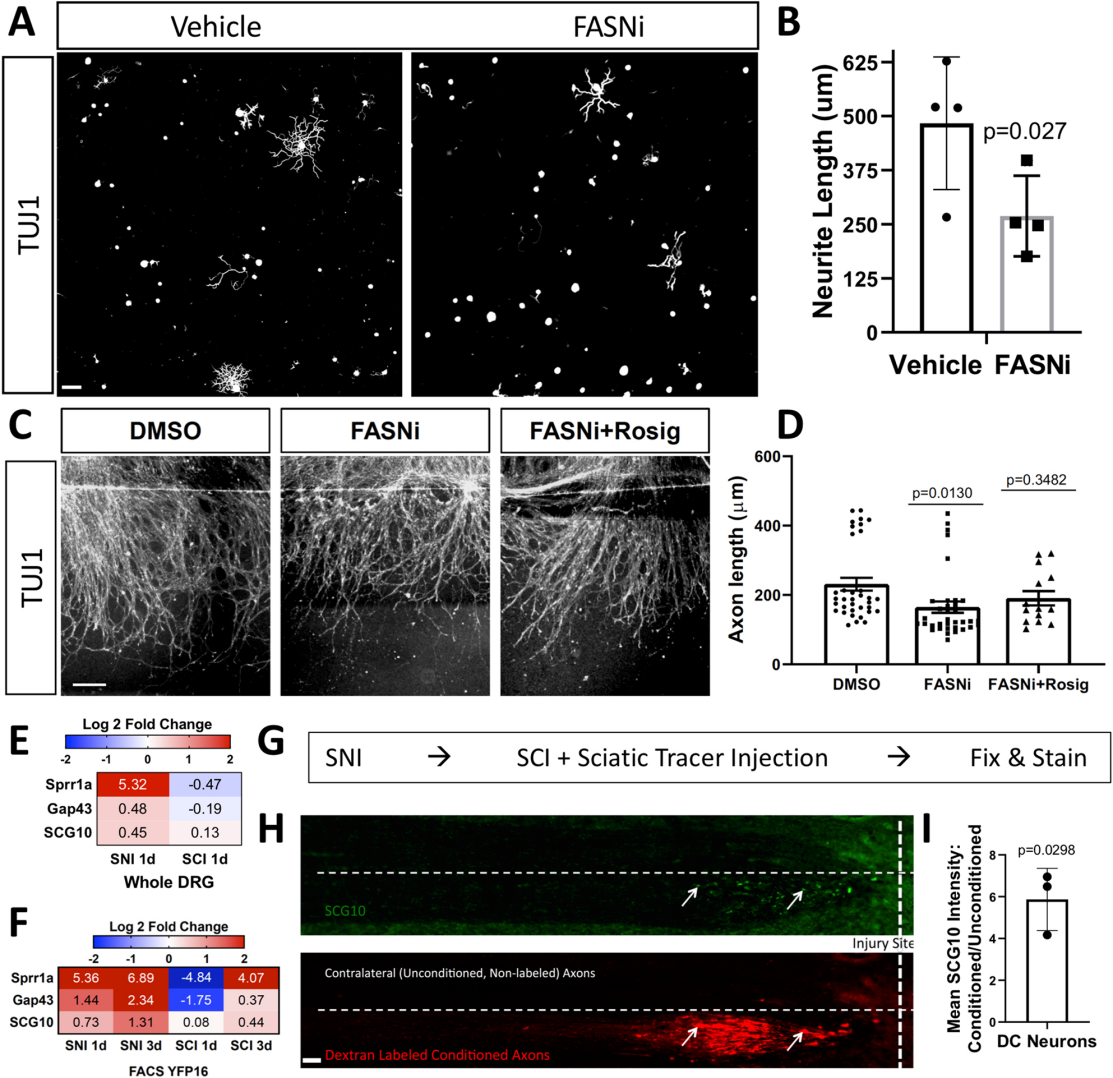
FASN inhibition decreases sensory neuron growth in vitro. (**A**) Representative images of TUJ1-labeled sensory neurons cultured from L4 dorsal root ganglion (DRG), that were treated with vehicle or 1 um of platensimycin 1 h after plating, and then allowed to grow for 24 h in culture. (**B**) Quantification of (**A**) indicating the average neurite length for each neuron for each condition. Automated neurite tracing and length quantifications were performed using Nikon NIS-Elements (Version 4.60). The specific analysis code for digital reconstruction of neurites is available upon request (requires NIS-Elements and General Analysis https://www.microscope.healthcare.nikon.com/products/software/nis-elements) (n = 4 mice/condition; Unpaired t-test). (**C**) Embryonic DRG spot cultures axotomized at DIV7 after a 24 h pre-treatment with DMSO as a control, platensimycin or platensimycin combined with rosiglitazone. Cultures were fixed after 24 h and stained with SCG10. Scale Bar: 50 µm. (**D**) Quantification of (**C**) indicating the distance of regenerating axons measured from the injury site. (**E,F**) Heatmap of genes for known axonally-trafficked protein genes 1 and 3 days after SNI and SCI in whole DRG or fluorescence-activated cell sorted (FACS) ascending DRG sensory neurons from Thy1YFP16 mice. (SNI (n = 3 mice) and SCI (n = 4 mice) for C; n = 3 mice per group, except n = 4 mice for naïve and SCI 1d for D). (**G**) Schematic indicating the experimental design for the in vivo conditioning experiment. (**H**) Representative images of horizontal sections of the dorsal column labeled with SCG10 and dextran-labeled conditioned axons that was injected into the ipsilateral sciatic nerve. (**I**) Quantification of (**H**) indicating the ratio of mean SCG10 staining intensity between conditioned and unconditioned axons of ascending DRG sensory neurons (n = 3 mice; One-sample t-test and Wilcoxon signed rank test).

Palmitic acid generated by FASN is also critical for protein palmitoylation^55^. Both Gap43 and SCG10 proteins are palmitoylated and anterogradely transported after nerve injury^56^. Palmitoylation of SCG10 facilitates its targeting to the growth cone^57,58^ and axonal transport of SCG10 is widely used to label regenerating axons in peripheral nerves^51^. We found that SNI, but not SCI, induces upregulation of Gap43 and SCG10 at the gene expression level (Fig. 4E,F). 

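Stmn2, which encodes SCG10 (ENSMUSG00000027500.10, chromosome 3, 8509360 to 8561606), stood at 4382 ± 1466 CPM (SD, n = 4 mice) 1 day after SNI, 3079 ± 2514 CPM (SD, n = 4) 1 day after SCI and 2450 ± 801 CPM (SD, n = 6) in naive FACS neurons. The log2 fold change was 1.18 after SNI (adjusted p = 0.44 in edgeR's test) and 0.63 after SCI. SNI mice differed from naive mice (exact permutation test, two-sided, p = 0.033, and 0.087 adjusted over the 21 tests of named genes), and SCI mice did not (exact permutation test, p = 0.88). Gap43 (ENSMUSG00000047261.9, chromosome 16, 42248442 to 42340651) ranged from 3.63 to 1279 CPM between naive mice. Its log2 fold change was 0.33 after SNI and -0.15 after SCI, neither beyond the spread between mice (exact permutation test, p = 0.49 and 0.53). Whether the effect of SNI on these genes differs from that of SCI was not shown by the direct comparison, in which neither was DE. These values are for 1 day. At 3 days after SNI, a list of 3 axonal genes that holds both was higher in 3 of 3 genes. Its lowest log2 fold change was 1.09, none was DE, and 2 passed when adjusted over the list alone. At 3 days after SCI, 2 of the 3 were higher (median 0.21), none was DE, and 1 passed over the list alone. Without the glial wells, chosen after the data were seen, 2 of the 3 were DE 3 days after SNI and 0 were 3 days after SCI. In whole DRG after SCI the log2 fold change was -0.19 for Gap43 and 0.14 for Stmn2, and neither was DE. In the authors' table of whole DRG SNI, the paper's values are 0.48 for Gap43 and 0.45 for Stmn2.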

We next tested if SCG10 accumulates or not at the tip of injured ascending DRG sensory axons 24 h after SCI, and if a prior conditioning injury would increase SCG10 accumulation at ascending DRG sensory axon tips after SCI. We performed a unilateral conditioning SNI, followed by thoracic SCI along with tracer injection into the conditioned sciatic nerve 3 days later, and histology assessment of the ascending DRG sensory neuron 24 h later (Fig. 4G, S5). Since the tracer labels only ipsilateral dorsal column axons, we can assess both conditioned (ipsilateral, tracer-labeled) and unconditioned (contralateral, unlabeled) axons in the same animal and tissue section. We found that SCG10 accumulates in injured ascending DRG sensory axons only after a conditioning injury (Fig. 4H–I). This is consistent with previous findings showing that CNS axons increase axonal transport after peripheral conditioning^59^. SCG10 accumulation in PNS axon tips is associated with neurite growth and regeneration^23,60,61^, whereas SCG10 degradation has surprisingly been suggested to promote axon growth after SCI^62^. Our results reveal that axonal transport of SCG10 fails to occur in ascending DRG sensory neurons 24 h after SCI. Whether this impaired transport results in part from decreased protein palmitoylation as a consequence of decreased FASN expression remains to be tested. Together, these results supports the notion that decreased expression of lipid metabolism-related genes after SCI, including FASN, restricts axon regenerative capacity after SCI.

## Discussion

Our results reveal that ascending DRG sensory neurons respond to SCI and alter their transcriptome in a way that differs from SNI. The upregulation of stress response genes such as ATF3 and Jun suggest that ascending DRG sensory neurons can sense injury after SCI and mount a stress response, but this response is not sufficient to promote a growth state. Our analysis of ATF3 target genes further suggests that in the context of SCI, ATF3 regulates a set of genes that may inhibit ascending DRG sensory neuron growth, whereas in the context of SNI, ATF3 is necessary to transform injured neurons into a regenerative state^31^. We identified downregulation of lipid biosynthesis related genes in ascending DRG sensory neurons after SCI as one possible mechanism that inhibits axon growth. Pharmacologic inhibition of the enzyme generating fatty acid, FASN, decreases axon growth and regeneration in vitro. Our results are consistent with the notion that phospholipid synthesis is required for axon growth in cultured neurons^24,26,43^ and in vivo in retinal ganglion cells^29^.

Since sensory neurons represent only ~ 10% of cells within the DRG^15^, and only a subpopulation (the ascending DRG sensory neurons) are injured by a T9 SCI^37^, we opted to FACS-sort ascending DRG sensory neurons from YFP16 mice in our analysis. We did find that the FACSeq analysis detected fewer DE genes after both SNI and SCI compared to whole DRG RNA-seq. 

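The spread between mice was larger in FACS neurons than in whole DRG, with a biological coefficient of variation of 1.22 against 0.133. The median standard error of a log2 fold change was 1.41 for FACS SCI 1d and 0.123 for whole DRG SCI. With the glial wells left out, a choice made after the data were seen, 20 mice remained and the coefficient of variation was 1.08, and with all wells of the same 20 mice it was 1.12. Without the glial wells 1412 genes were DE 1 day after SNI, 884 were DE 3 days after SNI, 19 were DE 1 day after SCI and none 3 days after SCI, where 2479 had an unadjusted p-value under 0.05. Each model was fitted again for 25 splits of the same mice into groups of the same sizes, the real one included, and 4, 12 and 18 of them gave as many genes as these first 3 counts. With splits that held as many mice of each sequencing set in a group as the real one, 5, 14 and 22 of 25 did, so these counts could not be told from those of other groupings. With all wells of the same 20 mice, 1129 genes were DE 1 day after SNI. The 2 mice left out of that fit had glial wells only, so it does not separate these mice from the glial wells.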

Differences in methodology may underlie these results, since dissociation and FACS sorting induces an acute axon injury in DRG neurons and sorting 100 YFP + neurons in triplicate introduces added variability due to random sampling. Nonetheless, our analysis revealed many DE genes (> 500) in ascending DRG sensory neurons. This is significantly more than the DE genes observed (< 100) in FACS-sorted nociceptors after compression SCI^14^, which are not directly injured by SCI^37^. This would suggest that injury to a projection neuron which receives primary input from DRG neurons leads to a much smaller change in gene expression than direct injury to the ascending DRG neuron itself. We also found that fewer DE genes identified in FACS-sorted ascending DRG sensory neurons overlapped with DE genes identified from whole DRG after SCI (13%) compared with SNI (~ 43%). These differences likely reflect the fact that ascending DRG sensory neurons are only a subpopulation within the DRG.

One important finding was that SCI leads to increased expression of ATF3, a transcription factor known to regulate the pro-generative program after peripheral nerve injury^31^. However, after SCI, the genes containing an ATF3 binding motif were largely distinct from those after nerve injury. Our analyses also suggest that ATF3 may be responsible for the downregulation of lipid metabolism related genes. These findings may explain why ATF3 overexpression can promote peripheral nerve regeneration^63^, but fails to do so in several models of CNS injury^33,64,65^. Changes in epigenomic signatures^66^ or expression of transcription factors acting as co-factors^67^ after SCI and SNI may contribute to the difference in expression of ATF3 regulated genes.

Another relevant finding was that the numbers of DE genes in ascending DRG sensory neurons increased from 1 to 3 days after SNI but decreased from 1 to 3 days after SCI. This suggests that the SCI response is not sustained over time and could explain why few transcriptional changes in whole DRG were previously observed 7 days after SCI^3^. Why transcriptional responses would decrease in time after SCI is unclear, but one possibility is inhibitory signaling from newly established CSPG’s at the injury site, which can be observed as early as 1 dpi^68^. The effect of the environment on the neuronal transcriptional response is supported by the recent observation that a regenerative transcriptome is not sustained in corticospinal tract motor neurons, unless a graft of neural progenitor cells, which promotes robust regeneration, is provided^69^. Another possibility is anatomical, since SCI leaves the peripheral sensory branch intact. Therefore, the continuous sensory input from the peripheral branch may restrict the expression of an injury response over time. This is consistent with the notion that electrical activity suppresses axon growth and limits regenerative ability in the injured CNS^70–72^. In addition to leaving the peripheral axon intact, thoracic SCI also leaves the descending axon branch in the spinal cord intact. Indeed, after entering the spinal cord, the central sensory axon bifurcates, with one axon branch ascending and one axon branch descending in the spinal cord^73^. It has been shown by in vivo two-photon imaging that a surviving intact descending branch suppresses regenerative response of the injured ascending branch, while eliminating both leads to a strong regenerative response^74^. It is thus possible that the spared descending axonal branch after thoracic SCI impairs the expression of a full regeneration program.

Our transcriptional profile analysis from whole DRG and FACS-sorted ascending DRG sensory neurons both suggested a potential role for downregulation of biosynthetic and lipid metabolic pathways after SCI in repressing axon regeneration. Decreased lipid metabolism after SCI in whole DRG is consistent with our recent observation that FASN expression in satellite glial cells promotes axon regeneration in peripheral nerves in part by activating PPARα in satellite glial cells^46^. Here we found that *Fasn* is also expressed in neurons, and is more significantly downregulated after SCI than SNI in ascending DRG sensory neurons. Using pure neuronal cultures, we found that FASN inhibition decreased neurite outgrowth and axon regeneration in vitro. The axon growth defect was rescued by the PPAR*γ* agonist rosiglitazone, suggesting that in neurons, FASN functions in part to generate ligands for PPAR*γ* which promotes neuronal regeneration after injury^54^. We also observed that SCG10 accumulation at the tip of injured ascending DRG sensory axons is impaired after SCI. This is consistent with the notion that decline of intrinsic axon regenerative ability is associated with selective exclusion of key molecules from CNS axons, and that manipulation of transport can enhance regeneration^75^. Whether SCG10 decreased transport after SCI is the result of decreased palmitoylation, a key function of FASN^55^, remains to be tested. FASN is also thought to facilitate membrane outgrowth^76^, in part by cooperating with protrudin, which is known to induce neurite formation^77^ and axon regeneration in the adult CNS^78^. Together, these findings indicate that FASN may impact axon growth at multiple levels. Whether FASN expression can increase axon growth after SCI will require future investigations.

## Materials and methods

### Experimental animals and surgical procedures

All mice were approved by the Washington University School of Medicine Institutional Animal Care and Use Committee (IACUC) under protocol A3381-01. All experiments were performed in accordance with the relevant guidelines and regulations. All experimental protocols involving mice were approved by Washington University School of Medicine (protocol #20,180,128). Mice were housed and cared for in the Washington University School of Medicine animal care facility. This facility is accredited by the Association for Assessment & Accreditation of Laboratory Animal Care (AALAC) and conforms to the PHS guidelines for Animal Care. Accreditation—7/18/97, USDA Accreditation: Registration # 43-R-008.

All surgical procedures were performed under isofluorane anesthesia according to approved guidelines by the Washington University in St. Louis School of Medicine Institutional Animal Care and Use Committee. Adult female mice (C57/Bl6, Envigo and Thy1-YFP16, Jackson Laboratory; 10–20 weeks) were used due to ease of bladder voiding after SCI. Buprenorphine SR-LAB (1 mg/kg, subcutaneous, ZooPharm) was administered 1 h before surgery for analgesia. During surgery mice were anesthetized with 2.5% isoflurane. Surgical sites were shaved and disinfected with povidone-iodine solution (Ricca) and alcohol. After surgery underlying tissue was sutured with absorbable sutures and the skin closed with wound clips.

For sciatic nerve injury (SNI), a small skin incision (~ 1 cm) was made at midthigh, the underlying tissue separated by blunt dissection, and the right sciatic nerve exposed and crushed with fine forceps for 5 s. For tracer injection into the sciatic nerve, 2ul of 10% dextran, texas red (Thermo Fisher, Cat # D-3328) was injected using a 5ul Hamilton syringe. For spinal cord injury (SCI), a small midline skin incision (~ 1 cm) was made over the thoracic vertebrae at T9 − T10, the paraspinal muscles freed, and the vertebral column stabilized with metal clamps placed under the T9/10 transverse processes. Dorsal laminectomy at T9/10 was performed with laminectomy forceps, the dura removed with fine forceps, and the dorsal column transversely cut using fine iridectomy scissors.

### Tissue processing and immunohistochemistry

Immediately after euthanasia mice were transcardially perfused with 10 mL of PBS followed by 10 mL of 4% paraformaldehyde (PFA) in PBS (FD Neurotechnologies; PF101). Tissue was dissected and post-fixed in 4% PFA for 4 h and then cryoprotected in 30% sucrose overnight. All tissue was sectioned using a cryostat at 10 um except for spinal tissue (20 um). For immunohistochemistry, tissue sections were blocked in 5% donkey serum (Sigma-Aldrich; Catalog #D9663) in 0.2% PBST (1 h) and incubated overnight at 4 °C in primary antibodies diluted in the blocking solution. The next day sections were incubated in secondary antibodies (1:500; 1 h) in PBS and coverslipped in ProLong Gold antifade mounting media (Thermo Fisher). Between steps tissue sections were washed with PBS. For image acquisition, a Nikon TE-2000E microscope equipped with a Prior ProScan3 motorized stage was used. Nikon Elements software was used for image analysis.

### Cell culture

For adult DRG cultures, mice were transcardially perfused immediately after euthanasia with 10 mL of Hanks’ balanced salt solution with 10 mM HEPES (HBSS-H) and L4 DRG dissected into HBSS-H on ice. DRG were treated with papain (15 U/ml, Worthington Biochemical) and collagenase (1.5 mg/ml, Sigma-Aldrich) in HBSS-H at 37 °C for 20 min, then dissociated by trituration into 3 or 4 wells of a 24-well glass-bottom plate coated with 100 μg/ml poly-D-lysine and 3 μg/ml laminin. Culture media consisted of Neurobasal-A medium, B27 plus, glutaMAX, and penicillin/streptomycin. For experiments assessing Fasn inhibition, vehicle (0.05% DMSO) or platensimycin (1 μm) was added to the media 30 min after plating. After 24 h cells were fixed with 4% PFA for 20 min and then immunostained as described above.

For in vitro regeneration assay with embryonic DRG cultures, DRG were isolated from time pregnant e13.5 CD-1 mice. DRG were kept in cold HBSS media until all DRGs were collected. After a short centrifugation, dissection media was aspirated and ganglia were digested in 0.05% Trypsin–EDTA for 25 min in 37 °C. Next, cells were pelleted by centrifuging for 2 min at 500 × *g*, the supernatant was aspirated, and Neurobasal was added. Cells were then triturated 25 × and added to the growth medium containing Neurobasal media, B27 Plus, 1 ng/ml NGF, Glutamax and Pen/Strep, with 5 μM 5-deoxyfluoruridine (FDU). Approximately 10,000 cells were added to each well in a 2.5 μl spot. Spotted cells were allowed to adhere for 10 min before the addition of the growth medium. Plates were pre-coated with 100 μγ/ml poly-D-lysine. Vehicle (0.05% DMSO), platensimycin (1 μM) (gift from Merck Research Labs) or rosiglitazone (10 μM) (Sigma-Aldrich; Catalog # R2408) was added to culture on DIV6. Cells were then injured using an 8 mm microtome blade on DIV7 and fixed 24 h later. Cells were washed with PBS and stained for SCG10 as described above.

### Image analysis

Total neurons were identified using TUJ1 (BioLegend, Cat # 801202, 1:1000) or for neuronal nuclei with Islet-1 (Novus Biologicals, Cat # af1837-sp, 1:500) antibodies, while YFP positive neurons were identified by endogenous GFP expression. Nuclear expression of ATF3 (Novus Biologicals, Cat # NBP1-85816, 1:250) and Jun (Cell Signaling, Cat # 9165S, 1:500) was assessed in all Islet-1 positive neuronal nuclei. NF200 positive (Abcam, Cat # ab4680, 1:1000) and TrkA negative (EMD Millipore, Cat # 06-574, 1:500) staining was used to characterize ascending DRG sensory neurons in YFP positive neurons. For cell culture experiments in Thy1 YFP16 mice, percent axon initiation (neurons with axon length > 50 um) and radial length (distance from soma to furthest axonal point) was manually measured for TUJ1 positive and YFP positive neurons. For FASN inhibition experiments in adult DRG cultures, automated axon tracing and neurons soma count was performed using Nikon NIS-Elements (Version 4.60) which is a commercial software package for image analysis, using “General Analysis” for skeletonize neurites with no background reduction. Parameters were set to Bright Spot Detection of circular area with typical soma diameter 50 µm, Cut Branches Recursively on Skeleton set to smaller than 15 px, Filter on Line Length was set to min 60 µm to remove short filaments. The specific analysis code for digital reconstruction of neurites is available upon request (requires NIS-Elements and General Analysis https://www.microscope.healthcare.nikon.com/products/software/nis-elements). For embryonic dorsal root ganglia experiments, regenerative length was measured from the visible blade mark to the end of the regenerating axons. Each technical replicate was measured 4–6 times and three technical replicates were measured per biological replicate. To assess ipsilateral versus contralateral SCG10 levels in the dorsal column, a rectangle was first drawn around the ipsilateral dextran-labeled conditioned axons (up to 1 mm away from the injury site), the image channel switched to show SCG10 labeling, and mean pixel intensity (SCG10 staining) measured using Nikon elements software. The rectangle was then moved to the immediate contralateral side of the dorsal column and SCG10 labeling similarly measured.

### Whole DRG RNA sequencing

L4 DRG were dissected and homogenized in 300 μl of lysis buffer on ice and RNA purified using the PureLink RNA Mini kit (Thermo Fisher), which was submitted to the Genome Technology Access Center at Washington University for library preparation and sequencing. RNA quality was assessed using an Agilent Bioanalyzer (260/280 > 1.9; RIN > 8.0). Samples were subjected to DNase treatment. rRNA depletion was achieved with the Ribo-Zero rRNA removal kit. Library preparation was performed using the SMARTer kit (Clontech), and sequencing performed on an Illumina HiSeq3000.

Briefly, sequences are adapter-trimmed using Cutadapt^79^ and subjected to quality control using PRINSEQ^80^ and aligned to mouse genome GRCm38/mm10 using STAR^81^. Sequencing performance was assessed for total number of aligned reads, total number of uniquely aligned reads, genes and transcripts detected, ribosomal fraction, known junction saturation, and reads distribution over known gene models with RSeQC^82^. Reads in features were counted using HTseq^83^. Genes differentially expressed between conditions were identified using DESeq2 with a false discovery rate (FDR) adjusted p values < 0.1, which includes a Benjamini–Hochberg correction^84^. Variance stabilizing transformation (VST) normalized counts were calculated using DESeq2, and normalized gene counts were converted to Z scores for plotting. Heatmaps were generated using heatmap.2 function of the gplots R package.

### Fluorescence-activated cell sorting RNA sequencing (FACS-seq)

L4 DRG from Thy1-YFP16 mice were dissociated as described above and FACS-sorted as previously described^39^. Briefly, after dissociation cells were passed through a 70 μm cell strainer and resuspended in PBS with 2% fetal calf serum. L4 DRG cells were sorted by GFP signal in triplicate for each sample (100 cells per well; each sample of 100 cells was obtained from one mouse) and submitted to the Genome Technology Access Center at Washington University for library preparation and sequencing. Library preparation was performed using the SMARTer Ultra LowRNA kit (Clontech) and sequencing performed on an Illumina HiSeq3000. RNA quality was assessed using an Agilent Bioanalyzer (260/280 > 1.9; RIN > 8.0).

Differentially expressed gene analysis were performed as described above except noted below. Genes with < 20 reads in all samples were excluded from further analysis. Outlier samples were identified using robust principal component analysis according to the ROBPCA, and GRID algorithms implemented in rrcov R package and were removed from further analysis^85^. The factors of unwanted variation were estimated using RUVr with k = 2 and were modeled in the DESeq2 design formula^86^.

### ATF3 motif analysis

ATF3 position frequency matrix (MA0605.1) were obtained from JASPAR database (http://jaspar.genereg.net/). The Patser program calculates the probability of observing a sequence with a particular score or greater^41,87^ for the given matrix and determines the default cutoff score based on that *p* value. Sequence 5 kb upstream of ATG start codon of a given gene was scanned using Patser to identify ATF3 binding sites. Any gene with at least one ATF3 binding site was counted as ATF3 target gene. R package clusterProfiler^88^ was used for GO and KEGG pathway enrichment analysis and plotting. GO^89,90^ and KEGG pathway terms^17–19^ with FDR corrected *p* value < 0.05 were considered as significant.

### Data deposition

FASTQ files were deposited at the NCBI GEO database. Accession: GSE149646.

Reviewer token: otqlcagytrmdryd.

### Statistical analysis

All quantifications used for statistical analysis was performed by experimenters blinded to treatment conditions. DESeq2 with a false discovery rate (FDR) adjusted *p* values < 0.1. GraphPad Prism software was used for statistical analysis (GraphPad Prism version 8.2.1 for Windows, GraphPad Software, San Diego, California USA, www.graphpad.com). Statistical tests, sample sizes, and *p* values are reported in the legend for each figure. Statistical significance was defined as *p* < 0.05 or adjusted *p* < 0.1 for RNA-seq experiments. Error bars indicate the standard error of the mean (SEM).

## Supplementary Information

Supplementary Information.

Supplementary Information.

# Supplementary material for: Ascending dorsal column sensory neurons respond to spinal cord injury and downregulate genes related to lipid metabolism
**Source:** Sci Rep. 2021 Jan 11;11:374. doi: 10.1038/s41598-020-79624-0
**Supplement:** Supplementary file 1 — Supplementary Information.

## Supplementary information

### **Ascending dorsal column sensory neurons respond to spinal cord injury and downregulate genes related to lipid metabolism**

Eric E. Ewan<sup>1</sup>, Oshri Avraham<sup>1</sup>, Dan Carlin<sup>1</sup>, Tassia Mangetti Goncalves<sup>1</sup>, Guoyan Zhao<sup>1</sup>, and  
Valeria Cavalli<sup>1,2,3\*</sup>

Missouri, USA*

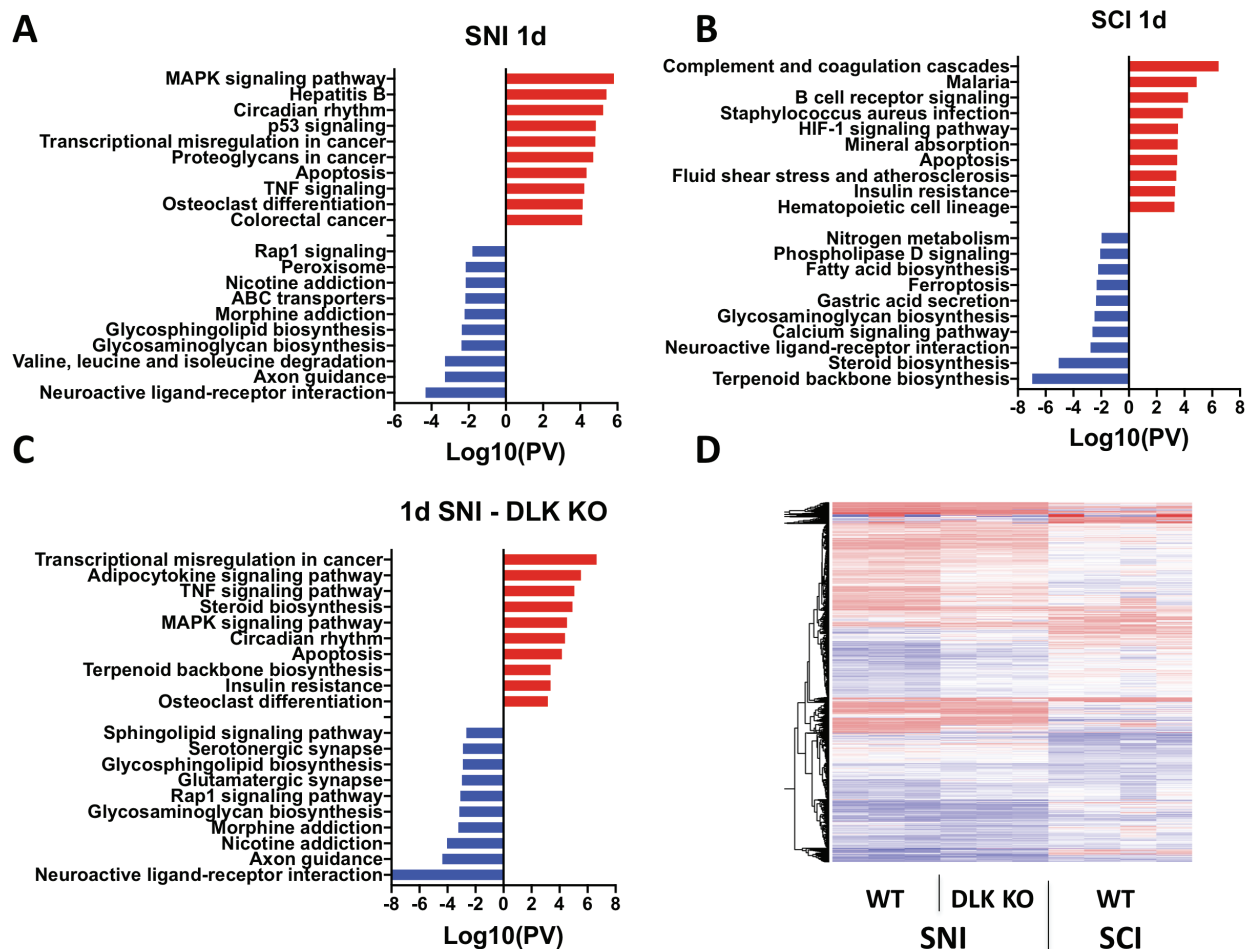

**Figure S1. Pathway analysis and transcriptional comparison after sciatic nerve injury (SNI) and spinal cord injury (SCI) in dorsal root ganglion (DRG).** **A-C)** Pathway analysis for the most significantly enriched pathways associated with upregulated (red) and downregulated (blue) differentially expressed (DE) genes after SNI (n=3 mice) or SCI (n=4 mice) in wildtype or SNI in dual leucine zipper kinase (DLK) knockout mice (n=3 mice; p-adj < 0.1; KEGG 2016). **D)** Heatmap of all upregulated (red) and downregulated (blue) DE genes for each subject and each condition.

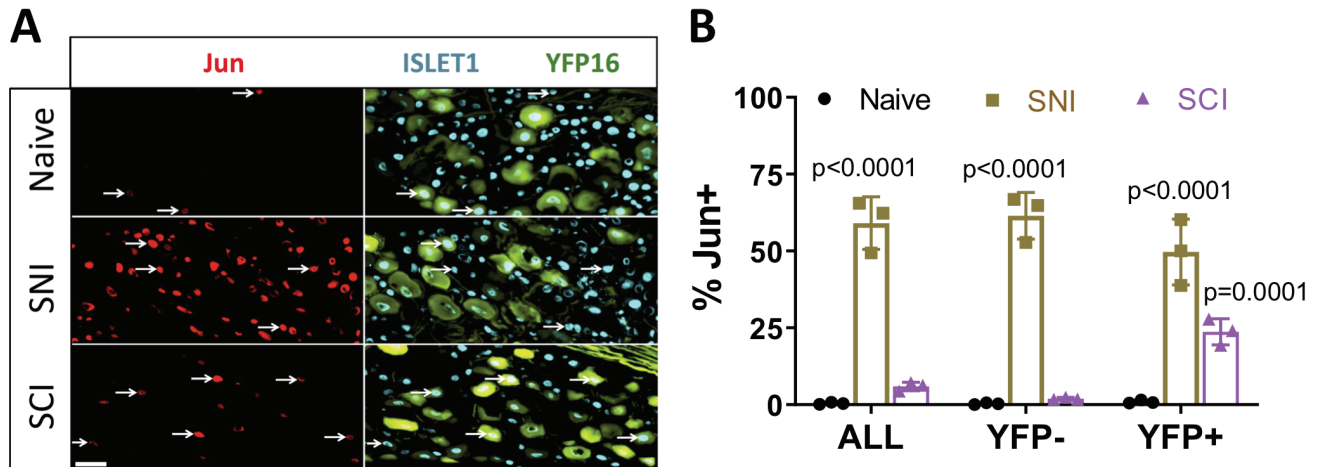

**Figure S2. Jun upregulation is specific to dorsal column (DC) neurons after spinal cord injury (SCI).** **A)** Representative images of L4 dorsal root ganglion (DRG) neurons labeled with Jun and Islet1 antibodies in Thy1YFP16 mice in naive or 3 days after sciatic nerve injury (SNI) or SCI. **B)** Quantification of **A** indicating percentage of Jun positive, Islet-1 labeled neuronal nuclei in all neurons, as well as YFP negative and YFP positive neurons, for each condition (n=3 mice/group; 2-way ANOVA ). White arrowheads point to Jun positive neuronal nuclei. \*p < 0.05, \*\*\*p < 0.001

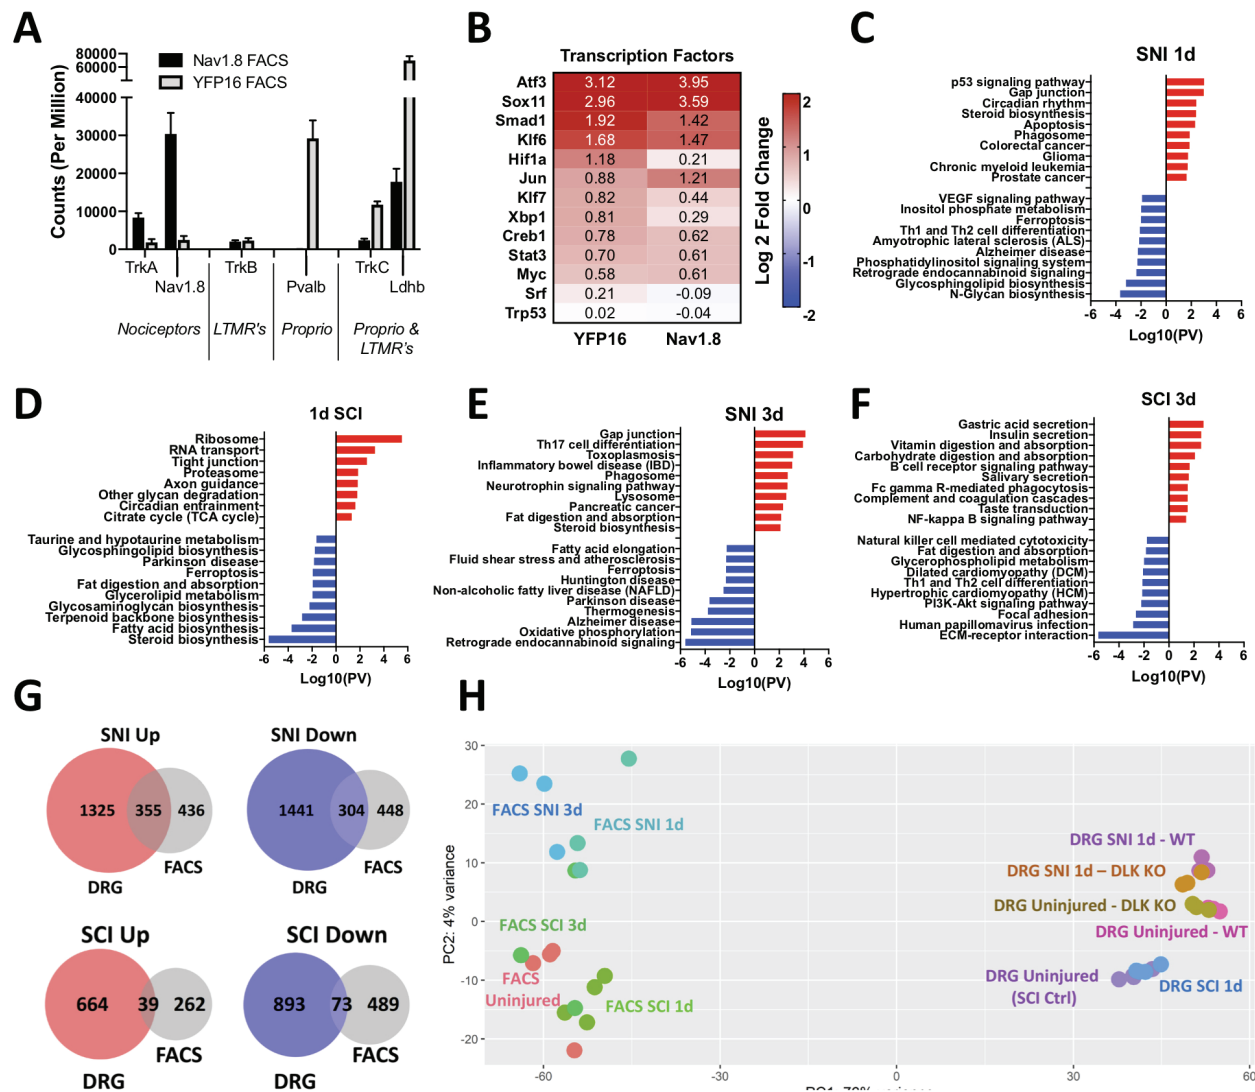

**Figure S3. Pathway analysis and transcriptional response of DC neurons 1 and 3 days after sciatic nerve injury (SNI) and spinal cord injury (SCI).**

**A)** Comparison of total counts of genes associated with three predominant neuronal subtypes in the DRG (nociceptors, low-threshold mechanoreceptors (LTMR's), and proprioceptors (Proprio)) between fluorescence-activated cell sorted (FACS) nociceptors (Nav1.8) and DC neurons (Thy1YFP16). **B)** Heatmap of known regeneration-associated transcription factors (RATF's) 3 days after SNI in FACS sorted nociceptors (Nav1.8) and DC neurons (Thy1YFP16). **C-F)** Pathway analysis for the most significantly enriched pathways associated with upregulated (red) and downregulated (blue) differentially expressed (DE) genes 1 and 3 days after SNI ( $n=3$  mice) or SCI ( $n=4$  mice (1d),  $n=3$  mice (3d)) in DC neurons (KEGG 2016). **G-H)** Proportional venn diagrams for DE genes upregulated (red) or downregulated (blue) 1 day after SNI and SCI in whole DRG ( $p\text{-adj}<0.1$ ) compared with DC neurons ( $p\text{-adj}<0.1$ , RUVr = 2).

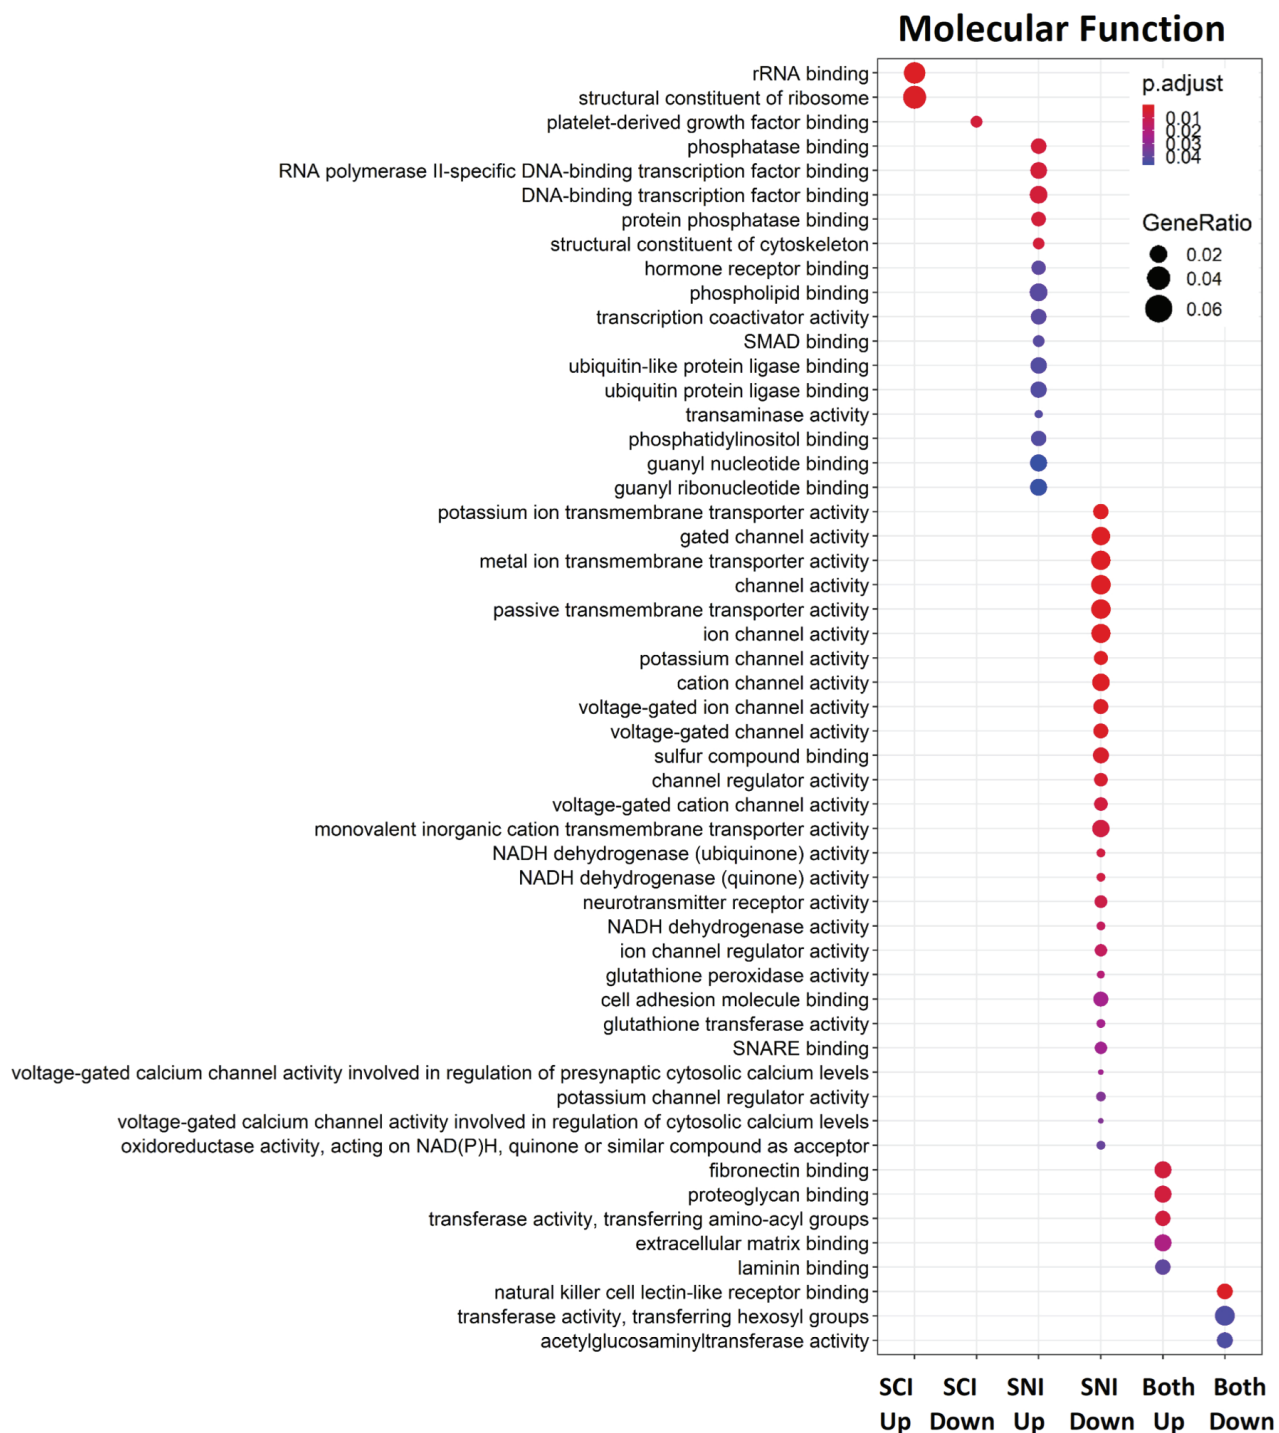

**Figure S4. GO analysis of genes containing and ATF3 binding motif after SNI or SCI**

Gene Ontology (GO) enrichment analysis was performed on differentially expressed (DE) genes that have ATF3 binding sites in the promoter upstream sequences. DE genes from 1d and 3d post injured were combined in each injury condition. The DE genes were categorized into genes that were uniquely upregulated in SCI or SNI, uniquely downregulated in SCI or SNI as well as genes that were up- or down-regulated in both SCI and SNI. The graph shows the GO terms in the Molecular Function category enriched in each gene list.

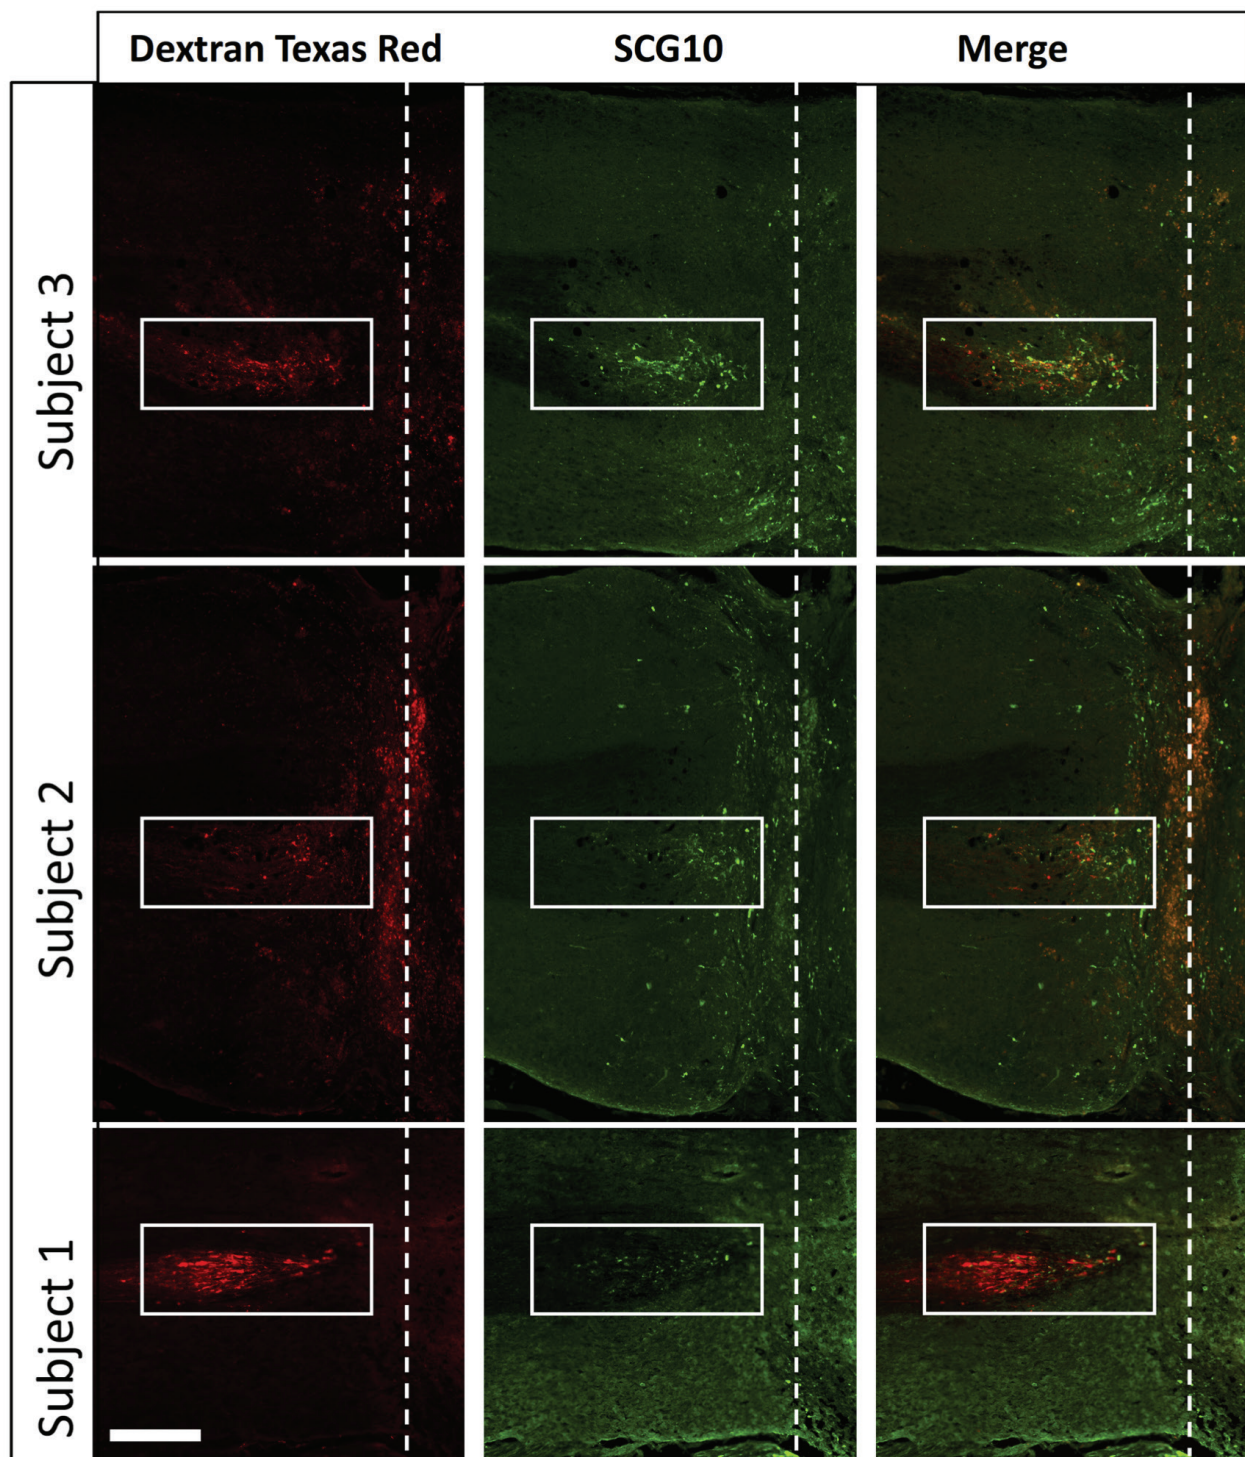

**Figure S5. Conditioning nerve injury leads to accumulation of SCG10 in injured ascending sensory axons.**

Horizontal sections of the dorsal column labeled with SCG10 and dextran-labeled conditioned axons that was injected into the ipsilateral sciatic nerve. Representative horizontal spinal images are shown for 3 different subjects.

## Supplementary Tables

**Table 1.** List of genes significantly upregulated after SCI (green) or SNI in wildtype (gray) and DLK KO (blue) mice 1d after injury in whole DRG.

**Table 2.** List of genes significantly downregulated after SCI (green) or SNI in wildtype (gray) and DLK KO (blue) mice 1d after injury in whole DRG.

**Table 3.** List of all genes after SCI (green) or SNI in wildtype (gray) and DLK KO (blue) mice 1d after injury in whole DRG.

**Table 4.** List of genes that were inversely expressed between SNI and SCI 1d after injury in whole DRG.

**Table 5.** List of all genes after SCI (green) or SNI in mice 1d (lighter shade) or 3d (darker shade) after injury in FACS-sorted dorsal column neurons.

**Table 6.** List of genes significantly upregulated after SCI (green) or SNI in mice 1d (lighter shade) or 3d (darker shade) after injury in FACS-sorted dorsal column neurons.

**Table 7.** List of genes significantly downregulated after SCI (green) or SNI in mice 1d (lighter shade) or 3d (darker shade) after injury in FACS-sorted dorsal column neurons.

**Table 8.** List of genes containing ATF3 binding motifs regulated by SNI and SCI

How the deposited data were processed for this re-analysis (not part of the article)

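Gene expression was measured by RNA sequencing in L4 DRG of mice in 2 experiments. In whole DRG, 4 mice taken 1 day after SCI and 4 uninjured mice were sequenced, with 1 library each. In FACS-sorted YFP-positive neurons, 66 wells of 100 cells from 22 mice were sequenced, from 6 naive mice and 4 mice in each of SNI 1d, SNI 3d, SCI 1d and SCI 3d, with 3 wells per mouse. The sample labels give the condition, the replicate number and the well of each library, and no sample was assigned by its order or its values. The 22 mice exceed the number that the paper gives after it removed outlier samples. The labels do not say which mice were removed, so all of them were used.

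The authors trimmed the reads with Cutadapt and PRINSEQ, aligned them to the mouse genome GRCm38 with STAR and counted reads per gene with HTSeq, and as deposited the count values are whole numbers of reads without normalization, for 53379 genes in each of 74 libraries. The last 5 lines of each list of counts name no gene and were left out. The log2 fold change values in the deposited tables were made by the authors with DESeq2, in whole DRG together with libraries that were not used here and in FACS neurons with 2 RUVr factors after the authors removed outlier samples. The p-value columns of these tables hold, as deposited by the authors, DESeq2's p-value per gene and its adjustment over genes, except for FACS SCI 1d, where only a column of adjusted p-values was read. The table of FACS SCI 1d lists only the 863 genes that the authors called. The authors' tables were read as they are, and 123 columns of normalized values per sample in them were not used.

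Genes were named by the symbols of GENCODE vM21, in which 53274 of the gene identifiers were found without their version, and coordinates are on GRCm38. The tools were R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. In whole DRG, genes with a mean count of at least 10 were tested. In FACS neurons the 3 wells of a mouse were summed and genes with at least 20 reads in at least 1 mouse were tested. Each comparison was an edgeR quasi-likelihood F-test after TMM normalization, and in FACS neurons the model held 2 RUVr factors estimated from the deviance residuals of a first fit over all 22 mice. RUVr was written anew for this purpose and tested on simulated data with a hidden factor. SNI 1d was compared directly with SCI 1d, and SCI 3d with SCI 1d, as contrasts of that model. The threshold was an adjusted p-value under 0.1 by Benjamini-Hochberg.

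The depth was 21959030 to 44493319 reads on genes per mouse in whole DRG and 30518187 to 83599972 in FACS neurons, with a median of 50678522. The median standard error of a log2 fold change was 0.123 in whole DRG, and in FACS neurons it lay between 1.26 for SCI 3d and 1.46 for SNI 1d. Such standard errors are the absolute log2 fold change over the square root of F in edgeR's test. On simulated whole DRG counts with a log2 change of 1 in 200 genes, edgeR called 193 of them and DESeq2 196. On simulated FACS counts with a log2 change of 3 in 200 genes, edgeR with RUVr called none of them and estimated a median change of 3.02, and DESeq2 without covariates called 106 of them and 321 other genes. The spread of all simulated FACS counts was estimated from the groups alone, without the RUVr factors, and each gene varied on its own. The changed genes were drawn from those above a minimum mean count. Rates in these simulated counts need not hold for the real mice. With a hidden factor added to these counts, the RUVr factors followed it at a correlation of 0.999, and edgeR with RUVr again called none of the 200 genes. After these 2 results were seen, a log2 change of 6 was simulated as well: edgeR with RUVr then called 56 of 200 genes with 4 false calls, and 48 of 200 with 18 false calls where the hidden factor was present. A lack of calls in FACS neurons is therefore not evidence that a gene was unchanged.

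Gene lists were tested with limma's camera on log2 CPM with a prior count of 2, at an inter-gene correlation of 0.01, with fry and camera's estimated correlation beside it. The lists of the paper's heatmaps (13 RATFs, 7 fatty acid, 14 terpenoid and 9 steroid genes) were taken from its figures. A cholesterol list of 22 genes and lists of glucocorticoid, circadian, blood, neutrophil, macrophage, glia and early response genes were written before the data were examined. Lists of 4 neuronal and 4 fibroblast genes for the wells, and of 13 PPAR target genes, were written after it. Single genes in FACS neurons and the subtype markers were compared by exact permutation tests on log2(CPM + 1). Results of 2 single genes are not reported here. Overlaps were tested by Fisher's exact test on genes tested in both.

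The genes named are those that the paper names and, in each comparison, the 3 with the smallest adjusted p-value in each direction among the DE genes whose injured mice all lie on one side of the control mice. This rule, and the alternatives DESeq2, DESeq2's size factors in edgeR, other count filters, a threshold of 0.05, fits without covariates, with 1 RUVr factor, with the sequencing set or with a replicate block, wells as separate libraries, naive mice of the same day only and leaving out each mouse, were set before the data were examined. Fits without glial wells (wells with over 2% of reads on the glia list), DESeq2 without covariates and RUVr on centred residuals were added after the data were seen. For the FACS comparisons, up to 25 splits of the mice into groups of the same sizes were fitted, and for whole DRG all 35. The ATF3 site analysis, which needs the genome sequence, and the tissue imaging were not analysed here.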

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

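The tests on glucocorticoid genes against expression level and cell content, on Plin4 in the wells not rich in glial genes, on changes of circadian genes in either direction and of dilution were chosen after the results they bear on had been seen.

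Of 97 groups of 4 to 10 mice tested for a single mouse far from the others, 7 held one, where 4.85 are expected by chance, so no one of them stands out. The gap to the nearest mouse as a share of the range was 0.846 for Map3k12 in uninjured replicate 1 of whole DRG (6.33 against 5.99 in log2(CPM + 1)), 0.866 for Fasn in SCI 1d replicate 3 of whole DRG (9.07 against 8.73) and 0.834 for Fasn in naive replicate 2 of FACS neurons (6.38 against 5.12). It was 0.669 for Plin4 in naive replicate 6 (0.11 against 0.036), 0.85 for Plin4 in SCI 3d replicate 3 (2.98 against 0.53), 1 for Plin4 in SNI 3d replicate 3 (0.037 against 0) and 0.971 for Spns3 in SCI 3d replicate 1 (0.99 against 0.029). The Plin4 values of naive replicate 6 and SNI 3d replicate 3 rest on 3 reads or fewer. No biological explanation was tested for these mice.

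In whole DRG 1 day after SCI, genes that the paper does not discuss were DE, chosen by the preset rule on adjusted p-values. The log2 fold changes were 2.46 for Ccl6, 2.09 for Dpep1, 2.30 for Itih3, -0.69 for Elovl6, -1.15 for Postn and -0.60 for Nrep, each with all 4 SCI mice on one side of all 4 uninjured mice. Plin4 rose as well, by 3.44 on the log2 scale. The real split of the 8 mice was the only 1 of the 35 splits that gave 408 genes or more, and the highest count of the others was 1, which argues against an accidental grouping of the mice. The time of day of collection cannot be told apart, because fry's p for changes of the 9 circadian genes in either direction was 0.336, which excludes nothing, and 1 of the 9 was DE (Per1, log2 fold change 0.88, adjusted p = 0.081 in edgeR's test). For the genes that rose, blood or immune cells in the ganglia cannot be told apart from the injury. The blood list was higher in 5 of 5 genes (median log2 change 1.38, camera adjusted p = 0.00145), while fry gave an adjusted p of 0.37. With the blood level of each library as a covariate, 23 genes were DE. The neutrophil list was higher in 6 of 6 genes (camera adjusted p = 0.16) and the macrophage list in 6 of 7 (0.13). For Elovl6, Postn and Nrep, which fell, dilution by such cells is argued against as the whole reason. The share of reads on neuronal genes had a log2 ratio of 0.0015 between SCI and uninjured mice (interval from -0.18 to 0.177). For the glia list it was -0.121 (interval from -0.387 to 0.131), and neither interval reaches -0.60. The SCI libraries were shallower, with a median of 28660121 reads against 38172044.5, and depth was not tested on its own.

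The list of 12 glucocorticoid responsive genes, written before the data were examined, was higher in whole DRG after SCI in 12 of 12 genes, with a median log2 change of 0.64. Adjusted over the 35 list tests, the p-value was 3.4e-10 by camera, 0.22 with an estimated correlation and 0.00672 by fry. Of 10000 random lists of the same size and expression, 0 had a median as high, which argues against a trend with expression level. With the blood and macrophage levels of each library as covariates, fry's p was 0.00234 and 12 of 12 genes were higher, which argues against these cells as the whole source. A systemic glucocorticoid response to the operation or the injury may account for part of the whole DRG changes. The uninjured mice had no operation that these data describe, so injury and operation cannot be separated here. In the paper's table of whole DRG SNI, 8 of the 12 genes are higher, with a median log2 change of 0.12, and whether SNI and SCI differ in this list was not tested.

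In FACS neurons Plin4 was at least 693-fold higher 1 day after SCI than in naive mice on average, at least 56.7-fold in the lowest mouse, and 4 of 4 SCI mice held more than every naive mouse. SNI 1d was lower than SCI 1d by the direct test, with a log2 difference of -8.47 (adjusted p = 0.040 in edgeR's test, and between 8.8e-12 and 0.60 over its alternatives). It was not past the threshold without any one of SNI 1d replicates 1, 2 and 3 and SCI 1d replicate 3, with adjusted p-values of 0.40, 0.11, 0.20 and 0.60. Nor was it with edgeR and glial wells left out (0.20), DESeq2's size factors (0.15), no filter beyond 1 count (0.21), no covariates (0.59), the set as a term (0.12), a replicate block (0.34) or centred RUVr residuals (0.12), so a difference between SNI and SCI depended on the fit. Of the Plin4 CPM over the SCI 1d wells, 95.46% lay in the 3 glial wells, at 254.4 CPM or more, while the 6 glial wells of naive mice held none. In the 9 other SCI 1d wells, 8 had no more Plin4 than their share of glial reads would bring, with a median of 1.2 CPM where that share would bring 19.6. With the glial wells left out, Plin4 was still DE 1 day after SCI (adjusted p = 0.0998 in edgeR's test), and every SCI mouse still lay above every naive mouse, at 3.92 against 0.052 CPM on average (exact permutation test, p = 0.0048, and 0.02 adjusted over 21 tests). Glial cells and their RNA in wells of neurons may bring this signal too, so a rise in neurons themselves is neither shown nor excluded. A PPAR response cannot be told apart. In whole DRG the list of 13 PPAR target genes was higher in 11 of 13 genes with a fry p of 0.144. In FACS neurons 1 day after SCI it was higher in 7 of 13 genes (median log2 change 0.018, fry p = 0.68). There edgeR's fit had 5 of 13 higher (median -0.12), and the fit without covariates had 8 of 13 higher (median 0.70, fry p = 0.12). These values neither show nor exclude such a response.

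Spns3 was at least 222-fold higher 1 day after SNI than in naive mice on average, at least 59.2-fold in the lowest mouse, and 4 of 4 SNI mice held more than every naive mouse. Its reads lay in wells that were not rich in glial genes (99.97% of its CPM). Without SNI 1d replicate 4 its adjusted p-value was 0.53, without SNI 1d replicate 3 it was 0.16 and without naive replicate 2 it was 0.13. Gnpda2 rose by 2.23 on the log2 scale 3 days after SNI, higher in 4 of 4 SNI mice than in every naive mouse. With a mouse left out its adjusted p-value ranged from 0.032 to 0.30, and it was not DE without naive replicate 1, 2, 3 or 5 or without SNI 3d replicate 1, 3 or 4. Neither Spns3 nor Gnpda2 was DE without covariates, with the set as a term or with naive mice of the same day. Gnpda2 was also not DE with 1 RUVr factor or a replicate block, and its adjusted p-value reached 0.43 over its alternatives. Both genes stayed DE with glial wells left out, with DESeq2 and with wells as separate libraries. The authors' filtering and mislabelled samples were not tested for these 2 genes.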

How the results depend on the processing

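The alternatives were set before the data were examined, except the fits with glial wells left out, DESeq2 without covariates and RUVr on centred residuals, and all alternatives for the glucocorticoid, circadian, blood and cell type lists, which were chosen after the data were seen. Where a result changed and no cause is given, the cause was not tested.

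In whole DRG 1 day after SCI, the 408 DE genes became 929 with DESeq2, 202 at an adjusted p-value under 0.05 (a stricter threshold) and 127 with a replicate block, which spends 3 degrees of freedom on the numbers of the mice. The numbers were not taken to pair the mice. In whole DRG the deviations of equal numbers had a median correlation of 0.011, with 1 of 4 pairs over 0.1. In FACS neurons equal numbers had a median of 0.0989, with 24 of 48 pairs over 0.1 and a highest value of 0.414, against 0.022 for other numbers of the same set and -0.064 for other numbers of the other set, so equal numbers deviated together in part, but not in every pair. DESeq2's size factors gave 408, filterByExpr 419 and no filter beyond 1 count 549, all within 1.5 times the count. Leaving out each mouse in turn gave from 104 to 640 genes. The count was 104, 105 and 145 without uninjured replicates 3, 2 and 4, 149 and 169 without SCI 1d replicates 1 and 2, and 640 without SCI 1d replicate 3, so it depended on which 3 mice a group held. Of the 15 genes named in whole DRG, none reversed under any alternative. Of their 195 values under alternatives 184 stayed on the same side of the threshold, 8 became weaker (7 of them with a mouse left out) and 3 became stronger. Without SCI 1d replicate 3, Fasn was DE (log2 fold change -0.42, adjusted p = 0.020 in edgeR's test, and between 0.020 and 0.33 over its alternatives), and without uninjured replicate 2, Hmgcs1 was not (adjusted p = 0.11, and between 7.1e-05 and 0.11 over its alternatives). Sqle was not DE without any one of uninjured replicates 2, 3 and 4 and SCI 1d replicates 1, 2 and 3 (log2 fold change from -0.36 to -0.30).

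In FACS neurons the number of DE genes depended on the test and on whether the mouse or the well was the replicate. The values that follow are in the order SNI 1d, SNI 3d, SCI 1d, SCI 3d, SNI 1d against SCI 1d, and SCI 3d against SCI 1d, where edgeR with 2 RUVr factors gave 1, 2, 1, 0, 1 and 0 and unadjusted p-values under 0.05 were found for 2134, 2648, 2078, 1469, 2226 and 2540 genes. DESeq2 with the same factors gave 1931, 2526, 1889, 1537, 2075 and 2415, and wells as separate libraries gave 3135, 4170, 3000, 2889, 2951 and 2666, a fit that counts each mouse 3 times. With DESeq2's size factors in edgeR the counts were 2, 18, 2, 0, 0 and 0, with no filter beyond 1 count 1, 9, 1, 0, 0 and 0, without covariates 0, 0, 1, 0, 0 and 0, with the set as a term 0, 0, 1, 0, 0 and 0, with 1 RUVr factor 6, 0, 1, 0, 1 and 0, with a replicate block in place of the factors 1, 0, 2, 0, 0 and 0, and with filterByExpr 1, 2, 1, 0, 1 and 0. With naive mice of the same day only, which leaves fewer samples, the first 4 were 0, 0, 1 and 0. At an adjusted p-value under 0.05, SNI 3d had 1 gene. Of the alternatives added later, DESeq2 without covariates gave 337, 619, 267, 201, 279 and 201, glial wells left out gave 1412, 884, 19, 0, 161 and 0, DESeq2 with glial wells left out gave 2655, 2134, 1302, 566, 1517 and 500, and centred RUVr residuals gave 161, 166, 4, 0, 0 and 0. Where one of these alternatives gave 0 genes, from 941 (SCI 3d with a replicate block) to 3207 (SCI 3d against SCI 1d with no filter beyond 1 count) had an unadjusted p-value under 0.05. Leaving out each mouse in turn gave from 0 to 39 genes for SNI 1d, from 0 to 54 for SNI 3d, from 1 to 2 for SCI 1d, 0 for SCI 3d, from 0 to 1 for SNI 1d against SCI 1d and from 0 to 1 for SCI 3d against SCI 1d. Without naive replicate 5 there were 39 genes for SNI 1d and 54 for SNI 3d, without naive replicate 6 there were 17 and 11, and without naive replicate 4 SNI 3d had 14.

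The genes DE after both SNI and SCI 1 day after injury numbered 0 with edgeR, without covariates and with the set as a term, 761 with DESeq2 and RUVr, 68 with DESeq2 without covariates, 13 with glial wells left out and 585 with DESeq2 and glial wells left out. The overlap of whole DRG and FACS SCI genes was 1 with edgeR, 63 with DESeq2 and 106 with DESeq2 and glial wells left out. Of the 20 lipid list tests, 7 passed under camera, 7 without covariates, 10 with the set as a term and 10 with glial wells left out. Under fry 1 passed, 2 without covariates, 5 with the set as a term and 6 with glial wells left out, and when camera estimated the correlation none passed, none without covariates, 3 with the set as a term and 5 with glial wells left out. The equal counts of 7 hold different lists, since without covariates the fatty acid list 1 day after SCI did not pass (adjusted p = 0.37) and the terpenoid list 1 day after SNI did (0.074). Of the 35 tests of glucocorticoid, circadian, blood and cell type lists, 8 passed under camera and 7 without covariates, of which 4 were the same, 1 under fry and 0 when camera estimated the correlation. Of the 7 subtype markers, 4 passed an adjusted p of 0.05 with a pseudocount of 1 and with CPM of protein-coding genes, 1 with a pseudocount of 0.1, and 2 with glial wells left out.

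Of 525 values of 22 single gene results in FACS neurons, 428 stayed the same, 29 became weaker, 29 became stronger and 39 reversed, 15 of these with a mouse left out. Jun after SCI 1d reversed to 0.0086 with DESeq2 and RUVr. Klf6 after SCI 1d reversed to -0.030 with wells as separate libraries, -0.49 with DESeq2 without covariates and -0.34 without covariates. Creb1 after SCI 1d reversed to 1.45 with DESeq2 and glial wells left out, 0.072 with DESeq2's size factors, 0.073 with the set as a term, 0.36 with 1 RUVr factor, 0.38 with a replicate block, 1.46 with glial wells left out and 0.61 with centred residuals. Sox11 after SCI 3d reversed to -0.029 with naive mice of the same day. Fasn reversed after SNI 1d to 0.22 with wells as separate libraries and 0.077 with a replicate block, and after SCI 1d to 0.27 with wells as separate libraries. Gap43 after SNI 1d reversed to -0.27 with the set as a term, -0.073 with a replicate block and -0.13 with naive mice of the same day, and after SCI 1d to 0.89 with glial wells left out under DESeq2 and under edgeR, 0.57 with wells as separate libraries, 0.27 with DESeq2's size factors and 0.17 with no filter. Stmn2 after SCI 1d reversed to -0.051 with a replicate block. With a mouse left out, Jun after SCI 1d became positive without SCI 1d replicate 1 (0.031) and naive replicate 6 (0.072), and ranged from -0.77 to 0.07. Smad1 after SCI 1d was -0.27 without SCI 1d replicate 4 (up to 0.85 without others), and Klf6 after SCI 1d was -0.47 without SCI 1d replicate 3 (up to 1.30). Creb1 after SCI 1d was 0.87 without naive replicate 5, 0.41 without SCI 1d replicate 3 and 0.23 without SCI 1d replicate 4 (down to -0.82). Without naive replicate 2, Fasn was 0.39 after SNI 1d (down to -0.45) and 0.011 after SCI 1d (down to -1.17). Gap43 after SNI 1d was -0.82 without SNI 1d replicate 4 (up to 1.43). Gap43 after SCI 1d was 0.82 without naive replicate 2, 0.044 without naive replicate 4, 0.32 without naive replicate 5, 0.29 without SCI 1d replicate 2 and 0.28 without SCI 1d replicate 3 (down to -0.97).

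Of 88 values of 20 list results, 60 stayed the same, 15 became weaker, 8 became stronger and 5 reversed. In limma's fit on log2 CPM, the fatty acid list after SNI 1d reversed to a median log2 change of 0.82 without covariates, 0.95 with the set as a term and 0.43 with glial wells left out, and after SCI 3d to 0.61 with the set as a term. In edgeR's fit after SNI 1d it did not reverse without covariates (-0.12, 4 of 7 genes lower), but did with glial wells left out (0.44). The steroid list after SNI 1d turned lower by camera with the set as a term, where its median was 0.29 and the median of all genes was 0.18. With RUVr the median of all genes was 0.023, a shift of over 0.1. Of 21 values of the 7 markers, 16 stayed the same and 5 became weaker. The test of ATF3 sites upstream and its alternatives of 1 kb and a second consensus were not run, because they need the genome sequence. The fit on the mice named in the study's own materials was not run, because the deposited column names do not say which mouse each one is.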

Differences from the paper's values

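In whole DRG 1 day after SCI, 408 genes were DE, against the paper's 1674. The authors' fit also held libraries that were not used here, so the sets of samples differ. None of the alternatives set before the data were examined closed the gap, and the highest was DESeq2 with 929.

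In FACS neurons the paper's counts were 1550 for SNI 1d, 1857 for SNI 3d, 863 for SCI 1d and 286 for SCI 3d, against 1, 2, 1 and 0 with edgeR (2134, 2648, 2078 and 1469 genes at an unadjusted p-value under 0.05). With DESeq2 and the same RUVr factors, an alternative set before the data were examined, the counts were 1931 for SNI 1d and 2526 for SNI 3d, within 1.5 times the paper's, but 1889 for SCI 1d and 1537 for SCI 3d, above it. The other alternatives set before, such as wells as separate libraries (3135, 4170, 3000 and 2889), differed in all 4 comparisons. Of the alternatives chosen after seeing the values, glial wells left out gave 1412 for SNI 1d, and DESeq2 with glial wells left out gave 2134 for SNI 3d, both within 1.5 times the paper's count. DESeq2 without covariates, also chosen after seeing the values, gave 201 for SCI 3d, which is within 1.5 times the paper's count. DESeq2 with glial wells left out gave 1302 for SCI 1d. That these counts lie near the paper's is no sign of injury genes by itself, since 4 of 25 splits of the same mice, and 5 of 25 splits balanced for the sequencing set, gave as many as the 1412 of SNI 1d with glial wells left out.

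Of the whole DRG SCI genes, 43.05% were also DE after SNI, against the paper's 15%, and 36.95% with DESeq2, the only alternative run for this share. The paper does not say what its percentage is taken of. Of the FACS SCI 1d genes that rose, 0% were shared with SNI 1d (1 gene rose, and 719 genes had an unadjusted p-value under 0.05 in both), against the paper's 37%. With DESeq2 and RUVr the share was 47.57%, which does not differ by the measure used, although unchanged groups simulated against the same naive mice gave 17.5% to 37.9%, so that part of such a share arises without any change, and with DESeq2 and glial wells left out, chosen after seeing the values, it was 51.25%. Of the FACS SCI 1d genes that fell, the paper's share is 23%, and with edgeR no gene fell past the threshold, while with DESeq2 and RUVr the share was 33.88%, where unchanged groups gave 27.0% to 38.0%, and with DESeq2 and glial wells left out, chosen after seeing the values, 20.21%. Of FACS SNI 1d genes, 100% (1 of 1) were DE in whole DRG, against the paper's 43%, and with DESeq2 the share was 33.2%, which does not differ. Of FACS SCI 1d genes, 100% (1 of 1) were DE in whole DRG, against the paper's 13%, and with DESeq2 it was 7.65%, which differs. With DESeq2 and glial wells left out, chosen after seeing the values, it was 10.85%.

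The paper reports DLK as downregulated after SCI. Here Map3k12 was not DE, with a log2 fold change of -0.28, under any alternative run. The paper reports that Atf3 and Smad1 rise in FACS neurons after SCI and that Klf6, Creb1 and Sox11 respond. Here the log2 fold changes were 1.23 for Atf3 1 day and 1.28 for Smad1 3 days after SCI, not DE with edgeR, and 1.04 for Klf6 and -0.14 for Creb1 1 day and 0.73 for Sox11 3 days after SCI. Wells as separate libraries called Smad1 3 days after SCI (2.41), and DESeq2 with glial wells left out, chosen after seeing the values, called Creb1 1 day after SCI (1.45). In the paper's deposited tables Fasn is DE after SCI in whole DRG and in FACS neurons. In whole DRG it was not DE with edgeR (-0.33), but was with DESeq2 (-0.33), with no filter beyond 1 count (-0.33) and without SCI 1d replicate 3 (-0.42). In FACS neurons 1 day after SCI it was not DE with edgeR (-0.59), and DESeq2 with glial wells left out, chosen after seeing the values, called it (-1.55).

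The paper reports that all RATFs rise in FACS neurons after SNI. With edgeR 11 of the 13 were higher at each time and none was DE, DESeq2 with RUVr called 4 at 1 day and 3 at 3 days, and with glial wells left out, chosen after seeing the values, all 13 were higher and 6 were DE at each time. The paper reports that Gap43 and SCG10 rise after SNI. Here the log2 fold changes 1 day after SNI were 0.33 for Gap43 and 1.18 for Stmn2, neither DE with edgeR, and wells as separate libraries called Stmn2 (1.71) but also called it after SCI (1.41). At 3 days after SNI both were higher by at least 1.09 on the log2 scale, and neither was DE with edgeR.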

Other observations

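The tests on the 20 wells rich in glial genes, on the spread between FACS mice, on dilution, on the share of glia, on the 8 cholesterol genes outside the heatmap lists, on splits balanced for the set and on the extreme log2 changes were chosen after these patterns had been seen.

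Of the 66 FACS wells, 20 were rich in glial genes. In 16 of them, leaking of RNA from glia into wells of neurons is argued against, because the share of reads on 4 neuronal genes was at most 0.0542%, against at least 0.907% and a median of 2.67% in the other 46. In the 4 others it lay between 0.445% and 1.49%, so in these a mixture of cells and leaking cannot be told apart. The share of fibroblast genes had a median of 0.062% against 0.0044%. Low depth as the reason is argued against, since 7 other wells had fewer reads than the median of these wells and the lowest neuronal share among those 7 was 0.907%, and since 7 of the 20 wells had more reads than the median of the other wells. The 2 sets of libraries had 7 of 36 and 13 of 30 such wells (Fisher's exact test, p = 0.0586), so the set cannot be told apart as a reason either. The 16 wells may hold sorted glial cells. No biological explanation was tested, and such wells occurred in every condition.

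The spread between FACS mice was wide, with a biological coefficient of variation of 1.22. Leaving out the glial wells brought it to 1.079, against 1.12 with all wells of the same 20 mice. Whether these wells are the main source stays open, because the RUVr factors were already in these fits. With all 22 mice, the first factor was highest in SNI 3d replicate 3 (0.5935), SCI 3d replicate 3 (0.5078) and naive replicates 5 (0.4151) and 6 (0.3641). These mice all had glial wells. With all wells of these 20 mice, 1129 genes were DE 1 day after SNI, and with the glial wells left out 1412. The other 2 mice had glial wells only, so their effect and that of the glial wells were not separated.

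Other splits of the FACS mice of each comparison were counted, and each model was fitted again for 25 splits, the real one included, drawn with a fixed seed from the possible ones. There were 210 possible splits for SNI 1d, SNI 3d, SCI 1d and SCI 3d against naive mice, 84 for SNI 3d with glial wells left out and 35 for the 2 comparisons between injuries. With edgeR, 2 of 25 splits gave as many DE genes as the 1 of SNI 1d, 4 of 25 as many as the 2 of SNI 3d, 4 of 25 as many as the 1 of SCI 1d and 2 of 25 as many as the 1 of SNI 1d against SCI 1d. All 25 of 25 gave as many as the 0 of SCI 3d and the 0 of SCI 3d against SCI 1d, where 1469 and 2540 genes had an unadjusted p-value under 0.05, and of the 25 splits 24 and 14 had as many of these. With glial wells left out, 4 of 25 splits gave as many as the 1412 of SNI 1d (median of the others 416), 12 of 25 as many as the 884 of SNI 3d (674), 18 of 25 as many as the 19 of SCI 1d (650) and 2 of 25 as many as the 161 of SNI 1d against SCI 1d. With DESeq2 without covariates, 4 of 25 splits gave as many as the 337 of SNI 1d (median of the others 242.5) and 10 of 25 as many as the 267 of SCI 1d (239.5). Some of these splits differ in the sequencing set, and for SNI 1d against SCI 1d the 1 other split with as many genes (386) followed the set, with replicates 1 and 2 of both injuries on one side. With glial wells left out, the splits were therefore also drawn with as many mice of each set in a group as in the real split. Of these, 5 of 25 gave as many as the 1412 of SNI 1d (median of the others 572), 14 of 25 as many as the 884 of SNI 3d (910.5) and 22 of 25 as many as the 19 of SCI 1d (815), out of 90, 45 and 90 possible ones. For SNI 1d against SCI 1d the real split was the only 1 of all 18 that gave 161 genes, and the highest count of the others was 1, but 18 splits are too few for a share under 0.05. The tested counts against naive mice can therefore not be told from those of other groupings of the same mice, and for the 3 with glial wells left out this also held for groupings balanced for the set. For the 161 of SNI 1d against SCI 1d it stays open. DESeq2 with RUVr and wells as separate libraries were not tested in this way.

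The terpenoid and steroid genes that fell in whole DRG after SCI had a joint median log2 change of -0.32. Of 10000 random lists of the same size and expression, 0 had a median as low, and the lowest was -0.135. The study chose these lists on the same libraries, so the size of their fall is not independent evidence. For these lists the comparison can therefore not decide on a trend with expression level. The preset cholesterol list of 22 genes, which shares genes with them, had a median of -0.34 against a lowest random median of -0.139. The 8 genes of the preset cholesterol list that are in none of the heatmap lists had a median of -0.26, and 0 of 10000 random lists had one as low (random medians from -0.227 to 0.219), which argues against a trend with expression level for these 8 genes. A lower share of glia cannot be told apart, since the share of reads on the glia list was 0.651% after SCI and 0.708% in uninjured mice, a log2 ratio of -0.121 with a 95% interval from -0.387 to 0.131, which holds both 0 and the change of the lipid genes. Dilution by blood or immune cells is argued against, since the log2 ratio of the share of reads on neuronal genes was 0.0015, with a 95% interval from -0.18 to 0.177 that does not reach -0.32. With the blood level of each library as a covariate, however, 9 of 14 terpenoid and 7 of 9 steroid genes were lower and camera's p was 0.15 and 0.48, and that level follows the injury (correlation 0.745). The preset cholesterol list was still lower in 20 of 22 genes with that covariate (camera p = 0.000158, fry p = 0.0852), and with the macrophage level as a covariate camera's p was 0.000492 for the terpenoid and 0.000581 for the steroid list (fry p = 0.161 and 0.169). With both levels as covariates, the cholesterol list was lower in 19 of 22 genes (camera p = 0.00076, fry p = 0.175). Camera's p was then 0.227 for the terpenoid and 0.575 for the steroid list. Whatever raises the blood genes is thus not shown to be the whole reason, and for the terpenoid and steroid lists it stays open. Whether it is a response of neurons or of glia was not tested in whole DRG.

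Of the other lists in FACS neurons, adjusted over the 35 tests by camera, the circadian list was lower 1 day after SNI (0.035, 8 of 9 genes), 3 days after SNI (0.061, 7 of 9) and 1 day after SCI (0.051, 6 of 9). The early response list was lower 3 days after SNI (0.029, 7 of 7), the macrophage list 1 day after SCI (0.051, 7 of 7) and the blood list 3 days after SCI (0.083, 5 of 5). These gene counts are those of limma's fit on log2 CPM. In edgeR's fit 7 of 9 circadian genes were lower 1 day after SNI and 5 of 7 macrophage genes 1 day after SCI, and the other counts were the same. None of these passed under fry, where the lowest adjusted p was 0.37. Without covariates the circadian list passed in none of the 3 comparisons (camera adjusted p = 0.24, 0.22 and 0.39) and the early response list did not pass 3 days after SNI (0.14), while the blood list was lower in all 4 comparisons with naive mice (0.062, 0.088, 0.062 and 0.026), although in edgeR's fit with RUVr factors 3 of its 5 genes were higher 1 day after SNI and 1 day after SCI. The macrophage list 1 day after SCI passed in both fits (0.088 without covariates). In whole DRG the early response list was higher in 4 of 7 genes (camera adjusted p = 0.76), and in 5 of 7 in edgeR's fit, where 1 was DE.

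In the paper's deposited FACS tables, 121 of 863 genes of SCI 1d, 121 of 286 of SCI 3d, 123 of 1550 of SNI 1d and 128 of 1857 of SNI 3d have an absolute log2 fold change over 15. In the counts of SCI 1d, 97.44% of these genes had most of their CPM in 1 mouse of the 10, against 24.08% of the other listed genes, with 94.21% against 42.42% for SCI 3d, 95.12% against 17.03% for SNI 1d and 91.41% against 19.38% for SNI 3d. A candidate explanation is that such values rest on the reads of a few mice.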
